# Gestational autoantibody exposure impacts early brain development in a rat model of MAR autism

**DOI:** 10.1038/s41380-025-02907-3

**Published:** 2025-02-10

**Authors:** Janna McLellan, Ana-Maria Iosif, Karol Cichewicz, Cesar Canales, Darlene Rahbarian, Melissa Corea, Melissa Bauman, Alex S. Nord, Judy Van de Water

**Keywords:** Neuroscience, Autism spectrum disorders

## Abstract

Maternal autoantibody-related autism (MARA) is a subtype of autism characterized by the maternal production of specific patterns of autoantibodies during pregnancy, which significantly increases the likelihood of an autism diagnosis in their children. Multiple patterns of MARA autoantibodies (MARA-ABS) have been identified, and differences in the severity of the autism phenotype associated with each autoantibody pattern have been described. In this study, we utilized preclinical rat models to further elucidate the differential effects of MARA-AB exposure based on the known clinical patterns, including the originally reported pattern of lactate dehydrogenase A and B (LDHA/B) + collapsin response mediator protein 1 (CRMP1) + stress-induced phosphoprotein 1 (STIP1), as well as the more recently described patterns of CRMP1+CRMP2, CRMP1 + guanine deaminase (GDA), and STIP1+ neuron-specific enolase (NSE). We induced endogenous MARA-AB production in rat dams before pregnancy to expose offspring to the ABs throughout gestation. We found that in postnatal day 2 offspring exposed to MARA-ABS, the levels of brain and serum cytokines/chemokines/growth factors were altered based on the pattern of MARA-AB exposure. Further, bulk transcriptomic profiles of coronal sections containing hippocampal formation and the adjacent cortical and subcortical structures suggested changes in cellular proliferation and differentiation following MARA exposure. These combined observations demonstrate that gestational exposure to MARA-ABS alters early gene expression and immune signaling molecules, both of which may contribute to the altered neurodevelopment and behaviors associated with MARA.

## Introduction

Gestational insults on the developing brain, including hypoxic-ischemic events, infection, exposure to toxicants, and to maternal inflammation or autoantibodies can have impacts on long-term neurodevelopment, leading to neurodevelopmental disorders later in life [1–5]. More specifically, links between gestational insults from the maternal compartment have been identified as factors that can increase the risk of an autism diagnosis [5]. As the incidence of autism continues to rise, with a nearly 90% increase from 1 in 68 children in 2010 to 1 in 36 in 2020 [6], understanding how maternally derived exposures influence an autism diagnosis and behavioral severity is of the utmost importance.

In maternal autoantibody-related autism (MARA), the presence of maternally derived autoantibodies to specific proteins expressed in the fetal brain is associated with an autism diagnosis in the child [5, 7]. These target proteins include lactate dehydrogenase A/B (LDHA/B), collapsin response mediator proteins 1 and 2 (CRMP1/2), guanine deaminase (GDA), neuron-specific enolase (NSE), and stress-induced phosphoprotein 1 (STIP1) [8–10]. Early clinical studies identified that mothers with the combination of LDHA/B+STIP1+CRMP1 autoantibodies had children with a more severe autism phenotype compared to mothers of children with autism who lacked autoantibodies [8]. Later studies noted that the combinations of autoantibodies to CRMP1+CRMP2, CRMP1+GDA, and STIP1+NSE are highly prevalent in mothers of autistic children but are rare in mothers of typically developing children [11]. Furthermore, the CRMP1+CRMP2 MARA pattern has been found to correlate with more severe developmental delay in addition to autism in affected children [12]. Thus, MARA and the implications of gestational autoantibody exposure to these specific targets have become an area of intensive research. As maternal immunoglobulin G (IgG) can cross the placenta and enter the fetal compartment through neonatal Fc receptor (FcRn) uptake, it is believed that MARA autoantibodies (MARA-ABS) cause pathology when binding their targets within the fetal brain [13, 14]. However, despite the observed associations in clinical populations between the presence of the MARA-ABS and the diagnosis of autism in their offspring, the exact pathology induced by the MARA-ABS is still not well understood.

To address how gestational exposure to MARA-ABS impacts neurodevelopmental and behavioral outcomes, our lab developed endogenously driven mouse and rat models in which naïve females were immunized to generate antibodies against the original LDHA/B+STIP1+CRMP1 pattern [15–17]. Immunization of dams with specific epitopes targeted by MARA-ABS leads to the production of clinically relevant autoantibodies to which offspring are continuously exposed during gestation in the absence of elevated maternal cytokines and chemokines [15]. This model recapitulates the physiological method of exposure while ensuring that the maternal autoantibodies are the only alteration in the maternal compartment and should not be confused with the maternal immune activation model. In the MARA rodent models, we have found that exposed offspring had altered species-specific behavioral outcomes relevant to clinical autism, neuroanatomical changes, and IgG deposition in exposed offspring brains [15–17]. These models validated a pathological link between one pattern of MARA-ABS. However, further research is needed to clarify the specific differential effects of the additional clinically relevant MARA patterns on various aspects of brain development.

Therefore, we generated a novel rat model of MARA in which we immunized dams before pregnancy with the top three clinically relevant patterns of autoantigens, CRMP1+CRMP2, CRMP1+GDA, and STIP1+NSE, in addition to the original LDHA/B+STIP1+CRMP1 pattern. Using postnatal day (PND) 2 offspring, we aimed to identify changes in neurodevelopment in exposed offspring through analysis of brain and peripheral cytokine/chemokine/growth factor levels as well as brain transcriptomic profiles to determine how MARA-AB exposure might influence early neurodevelopmental trajectories.

## Methods and methods

### Peptide immunogen preparation

Peptides were synthesized by LifeTein LLC (Hillsborough, NJ) as Multiple Antigenic Peptides (MAPs), in which four copies of the same peptide epitope are synthesized on a lysine-based core (MAPs-4 system). The MAPs-4 system does not require a carrier protein, as the dense packing of multiple copies of an epitope combined with a high molar ratio produces a strong immunological response [9, 10]. The peptides corresponded to peptides from the clinically relevant epitopes of CRMP1, CRMP2, STIP1, NSE, GDA, LDHA, and LDHB [8–10] and are listed in Supplementary Table 1.

### Animal generation

Six-week-old male and female Sprague-Dawley rats were obtained from Charles River Laboratories (Portage, MI). All rats were pair-housed in a temperature/humidity-controlled vivarium on a 12-hour light-dark cycle, with food and water provided ad libitum. After two weeks of acclimation, female rat dams were randomly assigned to one of five treatment groups: CRMP1+CRMP2 (*n* = 5), STIP1+NSE (*n* = 7), CRMP1+GDA (*n* = 6), LDHA/B+CRMP1+STIP1 (*n* = 5), or adjuvant+saline control (*n* = 4).

Following random treatment assignment, a tail-vein blood draw was performed on each dam to obtain serum. Dams then received weekly subcutaneous injections for five weeks. Injection components comprised synthetic peptides according to treatment group and Freund’s adjuvant, with control dams receiving only injections of adjuvant and saline. A second blood draw was performed on each dam one week following the final injection to establish the dam’s antibody response. The schedule and injection mixture were based on our previous rodent studies [15]. To assess antibody response to injection, baseline and post-immunization dam sera were tested via enzyme-linked immunosorbent assay. Assay details have been described previously [16]. Supplementary Table 2 presents the number of dams in each treatment group and the average antibody responses per treatment group displayed as optical densities (OD), Fig. 1a summarizes the model generation, while pre- and post-immunization dam responses are shown in Fig. 1b.

**Fig. 1:**
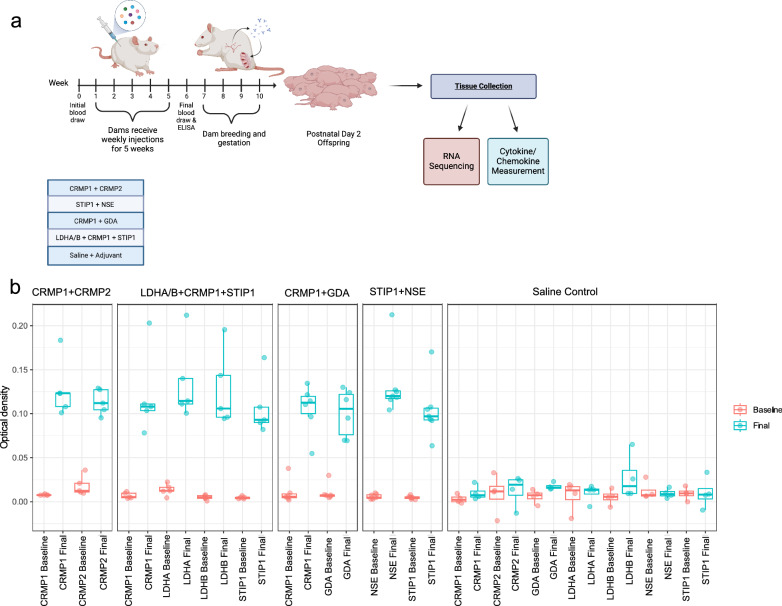
MAR rat model creation. **a** Timeline of autoantibody generation in naïve female rat dams and subsequent allocation of offspring. **b** Average optical densities of rat dams at baseline and after receiving immunizations.

Following the determination of the dam antibody response, animals were singly paired with breeder males for one week, after which they were singly housed. Weight was used to confirm pregnancy. Brain and blood samples were collected from offspring on PND2. Based on the number of available offspring per litter, dams were bred for a second time for additional offspring to collect tissue. For cytokine and chemokine measurement, tissue was collected from two litters, and sex allocations for experimental testing were limited based on the offspring availability. For RNA-sequencing, tissue was only collected from the dam’s first litter. Investigators were not blinded to pattern of AB exposure prior to experimental testing or data analysis. Sample sizes were chosen based on standards reported in associated literature and previous rodent studies using this model. For those brains allocated for RNA-sequencing, the brains were placed in RNA*later*™ Stabilization Solution (Invitrogen) and stored at −80 °C. Remaining brains were flash-frozen and stored at −80 °C until used for cytokine/chemokine/growth factor measurement. Trunk blood was collected from each animal for serum. Serum was stored at −80 °C until used for cytokine/chemokine/ growth factor measurement. Details of offspring allocation are provided in Table 1.

**Table 1:** Offspring allocations based on treatment group, sex, litter, and experimental use.

Tissue Allocation	CRMP1+CRMP2		STIP1+NSE		CRMP1+GDA		LDHA/B+CRMP1+STIP1		Control	
	Male	Female	Male	Female	Male	Female	Male	Female	Male	Female
	(pups per litter)		(pups per litter)		(pups per litter)		(pups per litter)		(pups per litter)	
Brain Cytokine/ Chemokine Measurement	12 (L1 = 8; L2 = 4)	12 (L1 = 8; L2 = 4)	12 (L1 = 9; L2 = 3)	12 (L1 = 8; L2 = 4)	12 (L1 = 5; L2 = 7)	12 (L1 = 5; L2 = 7)	16 (L1 = 4; L2 = 12)	14 (L1 = 9; L2 = 5)	16 (L1 = 5; L2 = 11)	14 (L1 = 0; L2 = 14)
Sera Cytokine/ Chemokine Measurement	12 (L1 = 8; L2 = 4)	12 (L1 = 8; L2 = 4)	12 (L1 = 9; L2 = 3)	12 (L1 = 8; L2 = 4)	12 (L1 = 5; L2 = 7)	12 (L1 = 5; L2 = 7)	20 (L1 = 8; L2 = 12)	18 (L1 = 13; L2 = 5)	20 (L1 = 9; L2 = 11)	18 (L1 = 1; L2 = 17)
RNA Sequencing	5 (L1 = 5)	3 (L1 = 3)	4 (L1 = 4)	4 (L1 = 4)	2 (L1 = 2)	4 (L1 = 4)	12 (L2 = 12)	13 (L2 = 13)	12 (L2 = 12)	12 (L2 = 12)

*LDHA/B* lactate dehydrogenase A/B, *CRMP1* collapsin response mediator protein 1, *CRMP2* collapsin response mediator protein 2, *GDA* guanine deaminase, *STIP1* stress-induced phosphoprotein 1, *NSE* neuron-specific enolase, *L1* litter 1, *L2* litter 2.

### Tissue preparation and multiplex assay

For PND2 brain samples, cell lysis buffer (Bio-rad) with cOmplete^TM^ protease inhibitors (Roche) was added and whole brain lysates were created using a handheld sonicator. Following a freeze-thaw cycle, tubes containing the samples were placed in a water bath sonicator for three minutes and then centrifuged at 7000 × *g* for eight minutes. The supernatant was removed and stored at 4 °C until total protein and cytokine/chemokine/growth factor levels were measured the following day. The total quantity of protein for each brain lysate was determined using a bicinchoninic acid assay (BCA) (Thermo Scientific, Rockford, IL). For BCA, samples were diluted (1:20) in PBS and run according to the manufacturer’s instructions.

To assess the levels of cytokines/chemokines/growth factors, we utilized a Millipore 27-plex magnetic bead kit (catalog # RECYMAG65K27PMX). The panel included interleukin (IL)-1α, IL-1β, IL-2, IL-4, IL-5, IL-6, IL-10, IL-12p70, IL-13, IL-17a, IL-18, tumor necrosis factor-alpha (TNFα), interferon-gamma (IFNγ), epidermal growth factor (EGF), vascular endothelial growth factor (VEGF), Leptin, macrophage inflammatory protein (MIP)-1α, MIP-2, monocyte chemoattractant protein-1 (MCP-1), granulocyte colony stimulating factor (G-CSF), granulocyte-macrophage colony-stimulating factor (GM-CSF), eotaxin, fractalkine, interferon gamma-induced protein-10 (IP-10), lipopolysaccharide-induced CXC chemokine (LIX), regulated on activation, normal T cell expressed and secreted (RANTES), and GRO/KC/CINC-1. PND2 serum samples were run according to kit instructions. For PND2 brain samples, we utilized the supernatants generated from the whole brain lysates described above. Brain supernatant samples were run neat following all other kit instructions and cytokine/chemokine/growth factor values were normalized based on total protein values obtained from the BCA assay.

### RNA-Sequencing and bioinformatics analysis

Seventy-one PND2 rat brains were collected for total RNA extraction (Table 1). On the day of the RNA isolation, brains were thawed on wet ice, and individual coronal slices (one per brain, ~150 um thick) were sub-dissected using the Rodent Brain Slicer Stainless Steel Matrix (BSMAS005-1, Zivic Instruments). To obtain the targeted region of interest, the brain was positioned in the slicer according to manufacturer instructions, and the target slice was collected by placing two razor blades in rostro-caudal positions 16th and 19th. The 150 um thick tissue slice collected in between these positions encompassed rat hippocampal formation and adjacent cortical and subcortical structures. Total RNA was obtained using Ambion RNAqueous Total RNA Isolation Kit (catalog # AM1912) and assayed via Agilent RNA 6000 Nano Bioanalyzer kit/instrument. Sample RIN scores were above 8.3. Poly-A-enriched mRNA libraries were prepared at Novogene using the Illumina TruSeq RNA Library Prep Kit and sequenced on the Illumina NovaSeq sequencer using the paired-end 150 method.

A total of 24 saline control and 47 MARA samples were stratified across 4 autoantibody combinations, as shown in Table 1. Samples were stratified across 3–9 dams (1 litter per dam) per autoantibody condition, with a median of 2 (male and female) animals per litter. The RNA-sequencing dataset is stratified across two experimental batches, which were processed and sequenced separately: 1) including control animals and LDHA/B+CRMP1+STIP1 animals, and 2) including control animals and all four MARA conditions. Additionally, a “Cohort” identifier was assigned to samples from litters born and tissue collected within a few days of each other. (Supplementary Table 3).

Reads were aligned to the rat UCSC rn7 genome using STAR (version 2.5.4b) [18], and gene counts were produced using featureCounts [19]. Data quality was assessed using FastQC [20], and principal component analysis (PCA) was used to determine sample outliers. Raw RNA-seq fastq files and a gene count matrix are available on GEO (GSE275431). Bioinformatic analysis was performed using R programming language version 4.2.1 (R Development Core Team, 2015) and RStudio integrated development environment version 2023.06.0 (Team R, 2018). Plots were generated using ggplot2 R package version 3.4.0 [21]. RNA-seq analysis script is available at: (https://github.com/NordNeurogenomicsLab/Publications/tree/master/MARA).

### Differential expression (DE) and gene ontology (GO) enrichment analyses

For DE analysis, we used the edgeR R package [19]. For models testing control versus MARA samples, we filtered our dataset to include genes expressed at a minimum of 1 count per million (CPM) in at least 8 samples. For models testing DE of individual MARA-AB patterns, this threshold was set to >1 CPM in at least 2 samples. DE models were adjusted to account for technical and sex-related variation using principal components or SVA batch correction methods [22]. Unless stated otherwise, DE analysis was conducted on samples from both experimental batches. SVA correction, closely resembling covariation captured by PC2, was used to account for technical variation. Replication of the control and LDHA/B+CRMP1+STIP1 samples across the two batches was used to determine the reproducibility of our MARA model. Reads per kilobase per million mapped reads (RPKM) were used to plot individual gene expression data. Gene ontology (GO) enrichment analysis was performed using the topGO R library [23].

### Statistical analysis

For analytes with small amounts of missing data (0.1 to 16%), where Luminex failed to detect the analyte, we imputed these values as below Limit of Detection (LOD) by batch divided by √2 [24]. These analytes included eotaxin, leptin, IL-2, and IFNγ, for comparisons between LDHA/B+CRMP1+STIP1 and control brain samples and IL-1β, IL-10, and IL-5 for sera samples. For analyses of CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA offspring, these included IL-5, TNFα, and IL-10 for the brain and IL-1β and EGF for the sera. For the analytes with more substantial missing data (ranging from 20% to 75%), we created dichotomous variables capturing whether or not the values fell under or over the detection limit. For comparisons between LDHA/B+CRMP1+STIP1 and controls, these included IL-12p70, GRO, and TNFα for the brain and G-CSF, eotaxin, IL-1α, IL-2, and IL-12p70 for the sera. For analyses of CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA offspring, G-CSF, IFNγ, GRO, and LIX in the brain, and G-CSF, eotaxin, IL-1α, IL-10, IL-12p70, and IFNγ in the sera were treated as dichotomous. When the missingness was high (>80%), variables were excluded from analyses. Thus, G-CSF, GM-CSF, LIX, IL-13, MCP-1, and MIP-2 were excluded from the analyses of the LDHA/B+CRMP1+STIP1 and control brain, and GM-CSF, IFNγ, IL-4, IL-6, IL-13, GRO, and MIP-2 from the analyses of the sera. Similarly, we excluded GM-CSF, IL-12p70, IL-13, MCP-1, and MIP-2 from the analyses of the CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA brain, and GM-CSF, IL-2, IL-4, IL-6, IL-13, GRO, and MIP-2 from the analyses of CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA sera.

Summary statistics, including mean, lower, and upper quartiles for each analyte prior to imputations or transformations in the brain and the sera, are displayed in Supplementary Tables 4, 5, respectively. Because data were hierarchical, with offspring nested within litters and litters nested within dams, the impact of autoantibody exposure on offspring brain and sera cytokines/chemokines/growth factors was assessed within a generalized linear mixed-effects models framework [25] that can accommodate normally distributed and binary data (via standard link functions) that are clustered (within dams). This flexible approach allows the use of all available data and accommodates unequal sample sizes across clusters. It also provides the ability to control for the effect of covariates of interest and to account for the intrinsic complexity of the data by modeling dam-specific random effects and residual correlations. Natural log or square-root transformations were employed if the normality assumption was not met. We accounted for within-dam correlation using a random intercept for the dam in all models. To avoid confounding due to batch differences, two separate sets of models were fitted, as cytokines for LDHA/B+CRMP1+STIP1 autoantibody-exposed and control offspring were processed in a different batch than those for CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA autoantibody-exposed offspring. Models fitted to LDHA/B+CRMP1+STIP1 and controls included a term for group (LDHA/B+CRMP1+STIP1 or control) and were adjusted for offspring sex (female or male) and litter number (first or second). Models fitted to CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA-exposed offspring included terms for group (CRMP1+CRMP2, STIP1+NSE, or CRMP1+GDA), coded using two dummy variables, and were adjusted for offspring sex (female or male) and litter number (first or second). To assess the statistical significance of the differences in cytokine/chemokine/growth factor concentrations among CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA autoantibody-exposed groups for both brain and sera samples, we first conducted two-degrees-of-freedom F-tests for group assessing overall differences between CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA-exposed offspring using the linear mixed-effects models described above. Then, for all analytes with significant overall F-tests for group, we constructed follow-up linear contrasts to identify all pairs with significant differences in cytokine/chemokine/growth factor concentrations.

Since the cytokines/chemokines/growth factors had different ranges and some were transformed for analyses, to evaluate the magnitude of the group differences, for the analytes that were analyzed as continuous variables, we used the linear mixed-effects models fitted for analyses to calculate standardized effect sizes (Cohen’s d) that account for clustering, imbalance in groups, and take covariates into account [19]. To assess the magnitude of the differences between any two groups (LDHA/B+CRMP1+STIP1 vs. controls in the first set of models or any of the CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA pair groups in the second set of models), we used the following formula:

$$d=\frac{t[1+{\left(\frac{{n}_{I}}{{n}_{O}}\right)}R]{\sqrt{1-R}({n}_{1}}+{n}_{2})}{\sqrt{{n}_{1}{n}_{2}}\sqrt{{n}_{O}-k}}$$

$$R=\frac{{s}_{B}^{2}}{{s}_{B}^{2}+{s}_{E}^{2}}$$

where *t* is the *t* value obtained for group (evaluating the difference between the two groups being compared) from the corresponding linear mixed-effects regression model, *n*_*1*_ and *n*_*2*_ are the numbers of offspring in each of the two groups being compared, *n*_*O*_ and *n*_*I*_ are the total number of offspring, and the number of dams, respectively $$({n}_{O}{=n}_{1}+{n}_{2})$$, *k* is the number of parameters (including the intercept), and *R* is the intraclass correlation, which consists of two variance components: $${s}_{B}^{2}$$ (between-dam variance) and $${s}_{E}^{2}$$ (within-dam variance or residual variance); they are obtained from the random-effect part of the mixed-effects model. To further enhance interpretability and enable comparisons with similar studies, we back-transformed the least-squares means for models where significant cytokines were square-root or log-transformed. The back-transformed least-squares means at each level of the group represent the expected cytokine level in the respective group at the average of the covariate levels, providing a more representative effect of the group while accounting for covariates. We then calculated and reported the differences between the back-transformed least-squares means for groups, allowing for a more explicit interpretation of group differences on the original scale.

All model assumptions (e.g., residual distribution, heterogeneity of variances, random effects structure, etc.) were validated both graphically and analytically. Hypothesis tests were two-sided, with α = 0.05. Analyses were conducted in SAS OnDemand version 9.4. (SAS Institute Inc., Cary, NC).

## Results

### Gestational autoantibody exposure alters cytokine/chemokine/growth factor profiles in brain and serum in LDHA/B+CRMP1+STIP1-exposed offspring compared to saline controls

We used linear mixed-effects models to compare the cytokine/chemokine/growth factor levels between PND2 offspring brains from dams immunized with LDHA/B+CRMP1+STIP1 to those from adjuvant/saline controls. In this comparison, we found significantly lower levels of IL-1β (estimated difference [est.] = −0.57, standard error [SE] = 0.14,d = −1.04, *p* = 0.0003), IL-2 (est. = −0.73, SE = 0.34, d = −0.57, *p* = 0.04), and IL-10 (est. = −0.32, SE = 0.06, d = −1.44, *p* < 0.0001) in the brains of the MARA-AB exposed offspring compared to controls. Both IL-1β and IL-10 were square-root transformed for analyses; thus, the reported differences translate to −8.22 pg/mL for IL-1β and −1.18 pg/mL for IL-10 on the original scale. Values for IL-2 were not transformed. We also observed relatively lower levels of IFNγ (est. = −1.51, SE = 0.48, d = −0.84, *p* = 0.09) levels in LDHA/B+CRMP1+STIP1-exposed offspring, translating to a difference of −11.66 pg/mL on the original scale, but this difference did not reach statistical significance. (Fig. 2a and Supplementary Table 6).

**Fig. 2:**
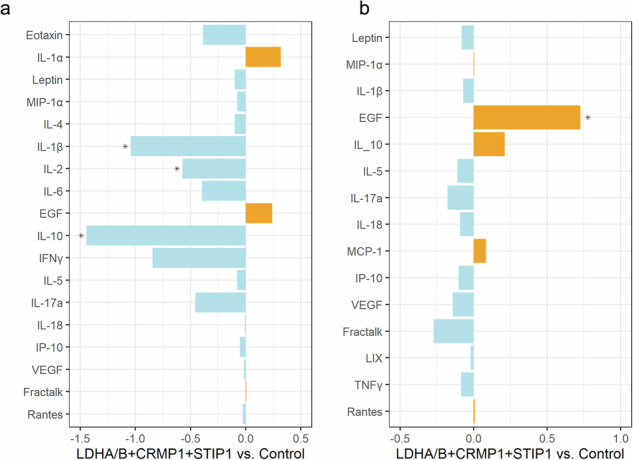
Effect size comparisons between LDHA/B+CRM1+STIP1-exposed and control offspring. Estimated effect sizes (Cohen’s d) for adjusted group differences between LDHA/B+CRMP1+STIP1 and control groups in PND2 offspring brain (**a**) and sera (**b**) cytokine, chemokine and growth factor concentrations were assessed using linear mixed-effects models. Cytokine, chemokine, and growth factors with higher concentrations in offspring from treated dams than controls are shown in yellow. Those with higher concentrations in offspring from control dams than those from treated dams are shown in blue. Comparisons with significant group differences (*p* < 0.05) are marked with asterisks (*).

When we examined the serum levels of the same analytes, we found that autoantibody-exposed offspring had significantly higher levels of EGF (est. = 2.29, SE = 0.66, d = 0.73, *p* = 0.03) compared to saline controls (Fig. 2b and Supplementary Table 7). Values for EGF were natural-log transformed for analyses; thus, the reported difference translates to 81.89 pg/mL on the original scale. In both the brain and the serum comparisons, IL-12p70 was treated as binary due to low detectable values. Using logistic mixed-effects models, we found that detectable reads were significantly less likely in LDHA/B+CRMP1+STIP1-exposed offspring brains (est. = −2.26, SE = 0.84, *p* = 0.01) and sera (est. = −1.09, SE = 0.51, *p* = 0.04) than in controls (Supplementary Tables 6, 7). These data confirmed that exposure to the LDHA/B+CRMP1+STIP1 pattern resulted in changes in brain and peripheral cytokines/chemokines levels.

### Differential cytokine/chemokine/growth factor levels as a result of offspring exposure to clinically relevant MARA-ABS

In addition to the LDHA/B+CRMP1+STIP1 pattern, we induced autoantibody production to three additional patterns of autoantibodies: CRMP1+CRMP2, CRMP1+GDA, and STIP1+NSE, to determine if there were differential effects based on autoantibody pattern. Using the same analytic framework, we found that IL-2 levels varied significantly between the treatments (*p* = 0.03), with significantly higher levels in the CRMP1+CRMP2 autoantibody-exposed brains compared to the CRMP1+GDA (est. = 0.90, SE = 0.33, d = 0.82, *p* = 0.01) brains. Values for IL-2 were not transformed for analyses. In addition, we found that the CRMP1+CRMP2 brains had significantly lower levels of VEGF (*p* = 0.04) compared to CRMP1+GDA (est. = −0.32, SE = 0.15, d = −0.66, *p* = 0.03). CRMP1+GDA autoantibody-exposed offspring also had higher levels of VEGF in the brain when compared to STIP1+NSE autoantibody-exposed brains (est. = 0.36, SE = 0.15, d = 0.74, *p* = 0.02) (Fig. 3a and Supplementary Table 8). Values for VEGF were square-root transformed for analyses; thus, the reported differences translate to −4.16 pg/mL when comparing CRMP1+CRMP2 and CRMP1+GDA autoantibody-exposed brains and 4.73 pg/mL when comparing CRMP1+GDA and STIP1+NSE autoantibody-exposed brains on the original scale. When examining serum levels, we found no statistically significant differences among the three treatment groups (Fig. 3b and Supplementary Table 9).

**Fig. 3:**
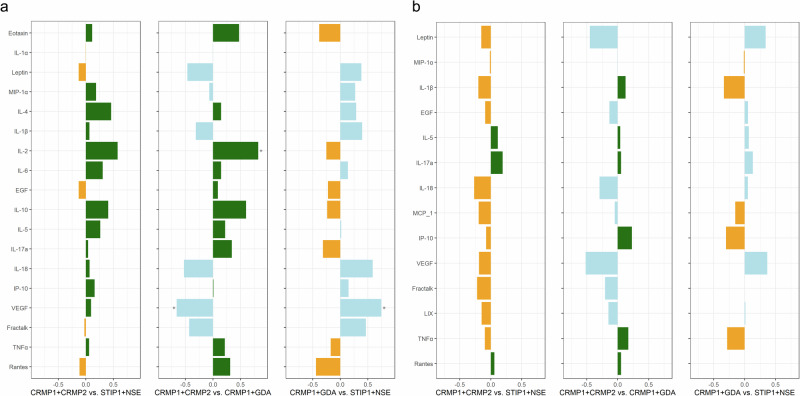
Effect size comparisons between CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA-exposed offspring. Estimated effect sizes (Cohen’s d) for adjusted pairwise group differences between CRMP1+CRMP2, STIP1+NSE, and CRMP1+GDA groups in PND2 offspring brain (**a**) and sera (**b**) cytokine, chemokine, and growth factor concentrations assessed using mixed-effects linear models. Cytokine/chemokines/growth factors with higher concentrations in offspring from CRMP1+CRMP2 dams compared to offspring from STIP1+NSE or CRMP1+GDA dams are shown in green. Those with higher concentrations in offspring from CRMP1+GDA dams are shown in blue. Those with higher concentrations in offspring STIP1+NSE dams are shown in yellow. Comparisons with significant group differences (*p* < 0.05) are marked with asterisks (*).

In the brain analysis, we treated IFNγ as a dichotomous variable due to low numbers of detectable values. We found that IFNγ was detected more frequently in the brain of CRMP1+CRMP2 autoantibody-exposed offspring compared to those exposed to autoantibodies to CRMP1+GDA (est. = 1.55, SE = 0.69, *p* = 0.03) and STIP1+NSE (est. = 1.32, SE = 0.65, *p* = 0.046) (Supplementary Table 8). In serum, we observed a similar pattern with the chemokine eotaxin, with detectable values significantly more likely in CRMP1+CRMP2 autoantibody-exposed offspring compared to the CRMP1+GDA group (est. = 2.73, SE = 1.02, *p* = 0.01) (Supplementary Table 9). Thus, the effects of MARA autoantibodies on offspring cytokine and chemokine levels in the brain and sera vary depending on the MARA-ABS the developing fetus is exposed to.

### Gestational MARA-AB exposure yields transcriptomic changes in PND2 brain

To investigate the systems-level effect of exposure to MARA-ABS during cortical development, we performed an RNA-sequencing study on PND2 cortical samples exposed to the four combinations of MARA-ABS and saline controls. 

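By the paper's description, RNA was taken from a coronal slice of the PND2 brain. It held the hippocampal formation with the cortical and subcortical structures next to it. The design text of the deposited series names regions with frontal cortex and hypothalamus instead, and this difference could not be settled. From each of 71 offspring of 27 litters, 35 male and 36 female, 1 library was made. Saline control dams received adjuvant and saline and gave 24 animals from 7 litters. MARA-AB exposed offspring were 47 animals from 20 litters, whose dams were immunized with peptides of the antigens that name each pattern: 8 animals from 4 litters for CRMP1+CRMP2, 25 from 9 litters for LDHA/B+CRMP1+STIP1, 6 from 3 litters for CRMP1+GDA and 8 from 4 litters for STIP1+NSE. Batch 1 held 12 controls and 16 LDHA/B+CRMP1+STIP1 animals. Batch 2 held the other 12 controls, 9 LDHA/B+CRMP1+STIP1 animals and every animal of CRMP1+CRMP2, CRMP1+GDA and STIP1+NSE, so these 3 patterns have controls of their own batch but no animals in batch 1. The paper's offspring allocation places the sequenced animals of these 3 patterns in litter 1 and all others in litter 2. Its methods state that only first litters were sequenced, so whether litter order overlaps with pattern could not be settled. The authors sequenced poly-A libraries in paired ends, aligned the reads to the rat genome build rn7 with STAR and counted them per gene with featureCounts, whose options the paper's text does not name. The deposited table holds unnormalized counts of 17494 genes. Total counts per animal had a median of 28439195 and ran from 25389628 to 34323510 in controls, from 26246595 to 36234952 in CRMP1+CRMP2, from 24880182 to 35141768 in LDHA/B+CRMP1+STIP1, from 26933517 to 35600728 in CRMP1+GDA and from 25818198 to 30523869 in STIP1+NSE. From these counts, log2 fold changes were estimated with TMM normalization and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the covariates of each of the paper's models. Among the choices that could change the numbers were the test, the normalization and the way hidden covariates were estimated. Others were which controls and litters entered a fit, and whether an animal or a litter was the replicate. Animals of 1 litter share a dam, and the main models count each animal as a replicate, as the paper's models do.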

The dataset consists of two experimental batches including, (1) the LDHA/B+CRMP1+STIP1 and control samples, and (2) all autoantibody combinations and independent controls, further stratified across sample collection cohorts. Data from experimental batches were combined, and SVA correction [22] or PCA-based correction was applied to adjust for technical variation, unless stated otherwise. Sequencing depth ranged from 24.9 to 36.2 million reads per sample (Supplementary Fig. 1a). Sample sex was verified using expression of female and male sex markers genes, Xist and Eif2s3y, respectively (Supplementary Fig. 1b, c). 

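Eif2s3y, a gene of the Y chromosome, had a mean of 75.1 ± 8.19 CPM in males (SD, n = 35; range 49.1 to 90.2) and stayed between 0 and 1.24 CPM in females (n = 36). Ddx3, as the table names its Y-linked copy and which was added after its values were seen, was at least 33.4 CPM in every male and at most 0.562 CPM in every female. No male overlapped a female in either gene, so every recorded sex matched Y-linked expression. Xist was not analysed here.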

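PCA was run on log2 CPM (prior count 2) of the 12477 genes with at least 1 CPM in at least 8 samples, with samples as variables and genes as observations. The loadings of the samples on PC1 ran from -0.130 to -0.117 in the 28 samples of batch 1 and from -0.121 to -0.108 in the 43 samples of batch 2. On PC2 they ran from 0.0328 to 0.212 in batch 1 and from -0.154 to -0.00323 in batch 2. The 10 genes with the most counts took between 4.13% and 5.22% of the counts of a library. The most similar pair of libraries differed by a chi-square of 5.71 per gene, well above sampling noise, and each library was counted as a separate sample.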

PCA did not indicate the presence of any outlier samples. However, it identified strong correlations with the experimental batch/cohort in PC1 and PC2 (Supplementary Fig. 2a, c, and d). 

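Between the batches lay 0.667 of the variance of PC1 and 0.875 of the variance of PC2 (eta squared; two-sided permutation test with 100000 resamples, p = 1e-05 for each, the smallest p that they can give; Benjamini-Hochberg adjusted over 7 components, 3.5e-05). Batch explained 0.00204 of PC3 (p = 0.71) and 0.0632 of PC4 (p = 0.034, adjusted 0.079). Since CRMP1+CRMP2, CRMP1+GDA and STIP1+NSE were sequenced in batch 2 only, batch and exposure overlap in these shares. On PC2 the saline controls alone ran from 0.0328 to 0.206 in batch 1 and from -0.141 to -0.0269 in batch 2. These ranges do not overlap, which argues against exposure as the source of the split on PC2. For the other components batch and exposure were not separated here.

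**Figure D1:**
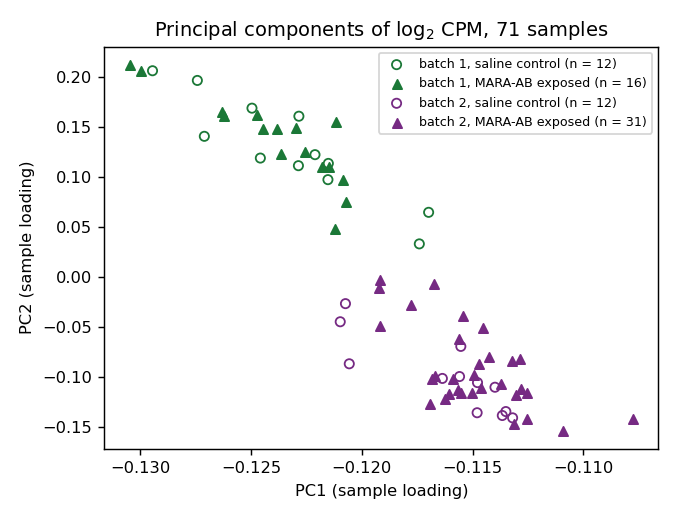
Loadings of the 71 samples on PC1 (horizontal axis) and PC2 (vertical axis), with open circles for saline controls, filled triangles for MARA-AB exposed animals, and a colour for each batch. The 28 samples of batch 1 lie above 0.0328 on PC2 and the 43 samples of batch 2 below 0.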

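The share of the variance on PC1 was 97.0%, followed by 0.871% on PC2, 0.360% on PC3 and 0.212% on PC4. With samples as variables, PC1 holds the expression profile that all samples share. With the PCA centred per gene, the first component held 34.1% and batch explained 0.839 of it, and on unlogged CPM it held 98.2% and batch explained 0.230.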

PC1 explained 96.8% of the variance in the data (Supplementary Fig. 2b). We interpret this finding as a technical variation, likely caused by minor differences in tissue dissection, variation in developmental timing, or other differences in conditions during dissection and sample processing. Sample sex was significantly correlated with PC5-7.

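Sex explained 0.168 of the variance of PC5 (permutation p = 0.00045, adjusted over 7 components 0.001), 0.310 of PC6 and 0.417 of PC7 (permutation p = 1e-05 for each, the smallest possible, adjusted 3.5e-05). On PC1 to PC4 the sexes were not separated, with eta squared of at most 0.0447 and adjusted permutation p of at least 0.13.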

In our DE analysis, we first investigated the presence of a general MARA phenotype in cortical development. In the second part, we examined phenotypes of each autoantibody exposure separately. To maximize our chances of identifying a biologically relevant signature, we performed our DE testing using edgeR general linear models (GLM) including covariates correcting for technical and sex-related variation. 

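Across the 71 samples, the first surrogate variable (svaseq, fitted with exposure in the model) had an absolute Pearson r of 0.995 with PC2 and an absolute Spearman rho of 0.987 (permutation p = 1e-05 for each, the smallest possible; Benjamini-Hochberg adjusted over 8 relations, 1e-05 for r and 1.1e-05 for rho). Within batch 1 the absolute r was 0.978 (n = 28) and within batch 2 it was 0.968 (n = 43). Without the 2 samples farthest from the median of PC2 it was 0.995. With PC1 the absolute r was 0.937 in all samples (rho 0.913), 0.935 within batch 1 and 0.700 within batch 2. The sign of a surrogate variable or a component is arbitrary. Batch explained 0.838 of the variance of the surrogate variable.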

To maximize the sensitivity of our approach and avoid DE model overfit, we applied three DE models to our data, with varying levels of bias/variance tradeoff: 1) DE model corrected for the first surrogate variable, equivalent to PC2 (SVA batch correction) [22] DE model corrected for PC1 and PC2; and 3) DE model corrected for the first seven PCs, correcting for most of the technical and sex-related variation. Across the three models, our DE analysis identified 8, 20, and 18 DE genes at a strict FDR < 0.1 significance threshold (Benjamini–Hochberg correction). 

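Each model tested 12477 genes in 47 MARA-AB exposed animals against 24 saline controls. The model corrected for the first surrogate variable gave 4 DE genes, 4 higher and 0 lower in MARA-AB exposed offspring, and 758 genes higher and 523 lower at an unadjusted p under 0.05. The model corrected for PC1 and PC2 gave 3 higher and 1 lower DE genes, with 770 higher and 556 lower at p under 0.05. The model corrected for 7 components gave 0 DE genes, with 594 higher and 547 lower at p under 0.05. The median log2 fold change of all genes was 0.00 in each model. The largest move came from the PCA centred per gene, which gave 394 DE genes in the model with PC1 and PC2. Exposure was assigned by dam. With counts summed per litter (batch as covariate) or the litter as a random effect (batch and sex), 0 genes passed FDR < 0.1. These fits hold no surrogate variable or component. With batch and sex as covariates and animals as the replicates, 0 genes passed as well. Within batch 2, with sex as the covariate, 0 genes passed FDR < 0.1 and 793 had p under 0.05. Batch 1 holds a single pattern, LDHA/B+CRMP1+STIP1, so the general contrast cannot be told apart there from that exposure.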

After combining FDR < 0.1 gene sets, we found 31 unique genes, 21 upregulated and 10 downregulated. 

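The union of the 3 models held 5 genes, 4 higher (Grin3b, Tph1, Sav1 and Creb1) and 1 lower (Mt1), all among the 31 genes of Fig. 4b, c. Grin3b, which encodes a subunit of the NMDA receptor (chromosome 7 of rn7, 9730861 to 9737176, minus strand), had 15.5 ± 3.60 CPM in controls (SD, n = 24) and 19.7 ± 4.24 CPM in MARA-AB exposed animals (n = 47), a log2 fold change of 0.37 (standard error 0.07, adjusted p = 0.0463 from edgeR's quasi-likelihood test in the model with the surrogate variable). Its CPM in batch 1 was 16.7 ± 3.18 in controls (n = 12) and 20.3 ± 2.78 in LDHA/B+CRMP1+STIP1 animals (n = 16). In batch 2 alone, over all patterns, the log2 fold change was 0.44 (p = 0.000614, adjusted p = 0.724 from edgeR with sex as covariate). Sav1 (chromosome 6, 88478916 to 88500121) rose from 29.4 ± 3.80 to 33.1 ± 3.83 CPM, a log2 fold change of 0.19 (SE 0.04), and Creb1 (chromosome 9, 65903728 to 65967003) rose from 16.6 ± 2.33 to 19.7 ± 4.17 CPM, a log2 fold change of 0.28 (SE 0.06). Their adjusted p was 0.09995 each from edgeR in that model. In batch 2 alone Sav1 changed by 0.16 (p = 0.0138) and Creb1 by 0.23 (p = 0.0333). Mt1 (chromosome 19, 10826032 to 10827048), a metallothionein whose reads the counting could have shared with near-identical copies, had 6.15 ± 1.55 CPM in controls and 4.90 ± 1.48 in MARA-AB exposed animals, a log2 fold change of -0.41 (SE 0.09, adjusted p = 0.0970 from edgeR with PC1 and PC2), and -0.32 in batch 2 alone (p = 0.0202). Tph1 (chromosome 1, 97157409 to 97178344) had a log2 fold change of 4.07 (SE 0.89, adjusted p = 0.09995 from edgeR). It was over 1 CPM in 9 of the 71 samples, 0.433 ± 0.346 CPM in controls and 8.04 ± 29.5 CPM in MARA-AB exposed animals, and its log2 fold change was 1.30 with a score of pineal marker genes as a covariate. Of the 31 genes of Fig. 4b, c, 30, 30 and 31 had the direction drawn there in the 3 models, 25, 27 and 30 had an unadjusted p under 0.05, and 27, 27 and 30 had an adjusted p under 0.1 when adjusted over the 31 alone. These 31 are the paper's calls on the same animals, so the last counts show no independent stability.

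**Figure D2:**
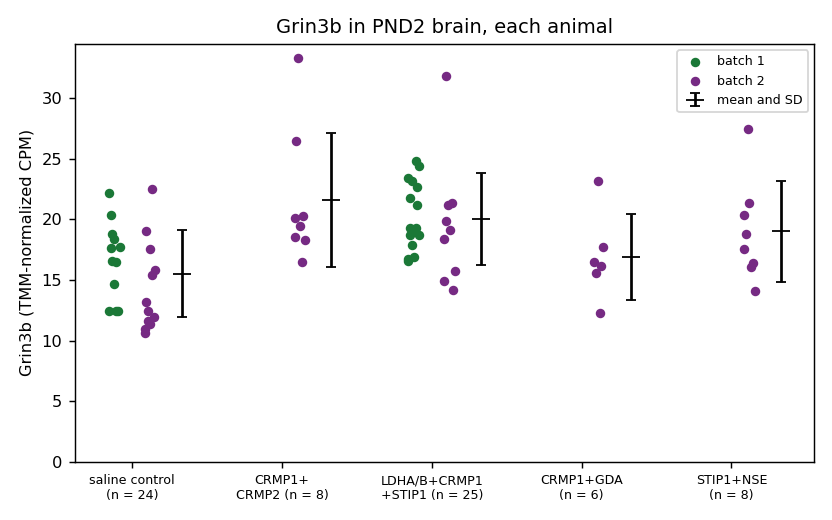
Grin3b expression (TMM-normalized CPM, vertical axis) in each animal by exposure group (horizontal axis), coloured by batch, with the mean and SD of each group in black. The controls run from 10.6 to 22.5 CPM and the MARA-AB exposed animals from 12.2 to 33.3 CPM, so most values overlap.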

(Fig. 4a–c, Supplementary Tables 10–12). 

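For the 31 genes of Fig. 4b, c, the absolute difference in mean log2 CPM between MARA-AB exposed animals and controls, without correction for covariates, ran from 0.00 to 1.30, and in 4 genes it was larger than the SD of the controls. The median SD was 0.26 on the log2 scale among the 24 controls and 0.31 among the 47 MARA-AB exposed animals. The share of MARA-AB exposed animals inside the range of the controls had a median of 89.4% and a minimum of 59.6%, and for 25 of the 31 genes it was at least 80%.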

When we inspected the expression patterns of these genes, we found a wide expression range and variance across control and MARA conditions. To identify autoantibody drivers and genes with consistently up- or downregulated expression, we stratified by individual MARA-AB exposures (Supplementary Fig. 3a, b). 

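Each pattern was set against all 24 controls with the first surrogate variable as a covariate, and the p-values of single genes are adjusted over all genes by edgeR's quasi-likelihood test. Grin3b was higher in each pattern, by a log2 fold change of 0.57 in CRMP1+CRMP2 (adjusted p = 0.00814), 0.34 in LDHA/B+CRMP1+STIP1 (0.150), 0.30 in CRMP1+GDA (0.999) and 0.44 in STIP1+NSE (0.997). Polq was higher by 0.87 (adjusted p = 0.00391), 0.55 (0.216), 0.50 (0.999) and 1.01 (0.333) in the same order, and Sav1 by 0.24 (0.0472), 0.17 (0.327), 0.15 (0.999) and 0.14 (1.000). Mfrp changed by 2.96 in CRMP1+CRMP2 (adjusted p = 0.0230), 2.33 in LDHA/B+CRMP1+STIP1 (0.104), 0.57 in STIP1+NSE and -0.24 in CRMP1+GDA, where the sign became positive (0.17) in batch 2 alone. In controls its level differed between batches (0.141 ± 0.273 CPM in batch 1 and 15.4 ± 13.6 CPM in batch 2, SD, n = 12 each). Bach1, Bach2 and Pag1 were higher in CRMP1+CRMP2 by 0.21, 0.46 and 0.41, and in LDHA/B+CRMP1+STIP1 by 0.15, 0.24 and 0.23. Mt1 changed by -0.64 and -0.37 in these 2 patterns. Of these 4 genes, adjusted p was 0.0203 to 0.0350 in CRMP1+CRMP2 and 0.104 to 0.353 in LDHA/B+CRMP1+STIP1. In CRMP1+GDA and STIP1+NSE the same 4 genes moved in the same directions by 0.01 to 0.22 for the higher genes and by -0.29 and -0.23 for Mt1. In LDHA/B+CRMP1+STIP1, Efna2 changed by 0.17 (p = 0.000207), Kiaa0408L by 0.10 (p = 0.0212), Calb2 by -0.24 (p = 0.00434) and Vsnl1 by -0.19 (p = 0.000468), with adjusted p from 0.150 to 0.578. In CRMP1+CRMP2, the estimates were 0.07, 0.14, -0.27 and -0.24, and that of Vsnl1 passed FDR < 0.1 (adjusted p = 0.0446). Whether a gene's response differed between patterns was not tested. Over the 31 genes of Fig. 4b, c, the direction drawn there was found in 25 genes in CRMP1+CRMP2, 29 in LDHA/B+CRMP1+STIP1, 29 in CRMP1+GDA and 27 in STIP1+NSE, with 21, 25, 9 and 7 genes at p under 0.05. The paper called these 31 genes on the same animals, and the patterns share their controls. These counts are therefore no independent evidence of a response shared by the patterns.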

We found that some of these genes were consistently upregulated across all or most peptide conditions (e.g., *Grin3b*, *Mfrp*, *Polq*, *Sav1*), whereas others changed expression in response to specific autoantibody pairs (e.g., *Bach1*, *Bach2*, *Pag1*, *Mt1* in response to anti-CRMP1+CRMP2 and anti-LDHA/B+CRMP1+STIP1; or *Efna2*, *Kiaa0408L*, *Calb2*, and *Vsnl1* in response to anti-LDHA/B+CRMP1+STIP1).

**Fig. 4:**
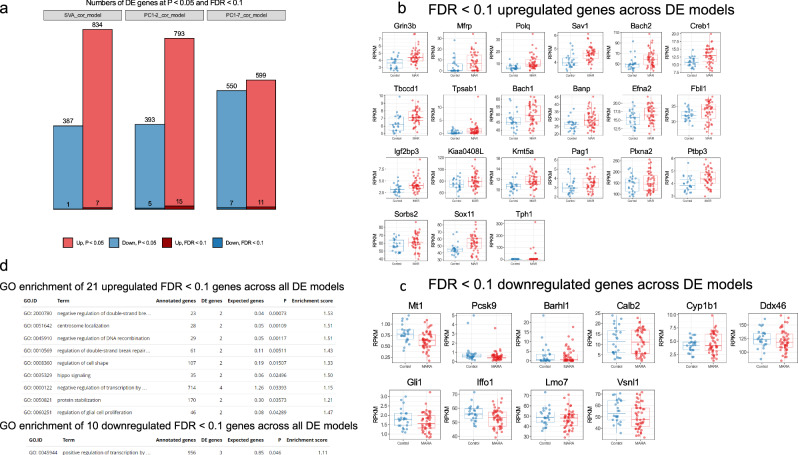
General MARA DE signature. **a** Number of DE genes passing thresholds of *p* < 0.05 and FDR < 01. **b** Upregulated genes across DE models passing FDR < 0.1. **c** Downregulated genes across DE models passing FDR < 0.1 (**d**) GO enrichment of top up- and downregulated genes across all DE models passing FDR < 0.1.

In order to interpret this signature at a systems level, we performed GO enrichment analysis on 21 upregulated and 10 downregulated genes. For upregulated genes we found enrichment of GO terms associated with regulation of transcription, DNA repair, and glial cell proliferation. For downregulated genes, we found only one significantly enriched term indicating enrichment of genes associated with regulation of transcription (Fig. 4d, Supplementary Tables 13−14). Being aware of the limitations of performing GO enrichment on such a small gene set, we expanded it to genes passing a more inclusive *p* < 0.05 threshold. 

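In place of GO terms, 8 gene families fixed by gene symbol were tested against all other genes with limma's camera test in the model with the first surrogate variable. Zinc finger transcription regulators were shifted upward in MARA-AB exposed offspring, by a median log2 fold change of 0.03 with 157 of 213 members higher (adjusted p = 6.0e-05 over 8 families), and 26 members were among the 758 genes higher at p under 0.05 where 12.9 were expected (Fisher's exact test, adjusted p = 0.00280). Immune response genes had a median of 0.03 with 41 of 68 higher (camera p = 0.232), and 5 were among the 758 where 4.13 were expected (Fisher's exact test, adjusted p = 0.773). In batch 2 alone the immune response family had a median of 0.08 and an adjusted camera p of 0.000276. Its median had the opposite sign in the model with PC1 and PC2 (-0.0159) and in the model with 7 components (-0.0202). Neuron differentiation genes had 11 of 35 members among the 758 where 2.13 were expected (Fisher's exact test, adjusted p = 6.7e-05). Estimating the inter-gene correlation of each family, in place of a fixed 0.01, moved these results most and left 0 of 8 families with an adjusted p under 0.05. A family shift as large was found in 25 (zinc finger), 62 (immune response) and 8 (neuron differentiation) of 100 splits of whole litters, the real split included.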

In that analysis, for upregulated genes we found significant enrichment of GO terms associated with regulation of transcription and the immune response. We found enrichment of GO terms for the downregulated genes indicating altered synaptic transmission (Supplementary Tables 15−16).

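Synaptic vesicle and release genes were shifted downward in MARA-AB exposed offspring, by a median log2 fold change of -0.04 with 50 of 61 members lower (limma camera, adjusted p = 1.5e-07 over 8 families), and 11 of them were among the 523 genes lower at p under 0.05 where 2.56 were expected (Fisher's exact test, adjusted p = 0.000315). In batch 2 alone the median was -0.06 with 47 of 61 lower. Oxidative phosphorylation genes (median -0.06, 86 of 91 lower) had 9 members among the 523 where 3.81 were expected (Fisher's exact test, adjusted p = 0.0555). A family shift as large was found in 15 (synaptic) and 29 (oxidative phosphorylation) of 100 splits of whole litters, the real split included.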

Next, we stratified our DE analysis by autoantibody exposure. We found that exposure to maternal CRMP1+CRMP2 autoantibodies elicits the strongest DE response with over 1390 DE genes passing FDR < 0.1, which aligns with our clinical observation that CRMP1+CRMP2 is associated with a more severe autism phenotype [12, 13]. 

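The contrast of the 8 CRMP1+CRMP2 animals with 24 controls tested 12691 genes with over 1 CPM in at least 2 samples. At FDR < 0.1, 1450 genes were DE, 616 higher and 834 lower, and 3093 genes had p under 0.05 (edgeR's quasi-likelihood test). Without normalization factors the DE genes were 897 higher and 466 lower, and with upper-quartile normalization 802 higher and 578 lower. The 3 genes with the smallest p were Crx (chromosome 1 of rn7, 76540141 to 76545818), with a log2 fold change of 7.33 (SE 0.90, adjusted p = 3.1e-05), Tph1, with 6.01 (SE 0.76, adjusted p = 5.6e-05), and Aipl1 (chromosome 10, 56655693 to 56664922), with 3.66 (SE 0.50, adjusted p = 6.4e-05), all from edgeR. Crx averaged 2.16 ± 4.52 CPM in CRMP1+CRMP2 (SD, n = 8) and 0.0145 ± 0.0356 CPM in controls, and its log2 fold change was 0.50 with a pineal marker score as a covariate. Against the 12 controls of batch 2 alone, with sex as covariate, 127 genes passed FDR < 0.1. The 8 animals are pairs from 4 litters. Leaving out each litter in turn gave from 43 to 2887 DE genes, with 43 when the litter of 2 males was left out, and all 43 were among the 1450. Counts were also summed per litter (batch as covariate), or the litter was a random effect (limma voom, batch and sex as covariates). In these fits 0 genes passed FDR < 0.1, with 1435 and 1670 genes at p under 0.05. They hold no surrogate variable. With batch and sex in its place and animals as the replicates, 491 genes passed, so part of the fall came with the covariates. The paper states that the strong response to CRMP1+CRMP2 aligns with its clinical observation of more severe autism with this pattern.

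**Figure D3:**
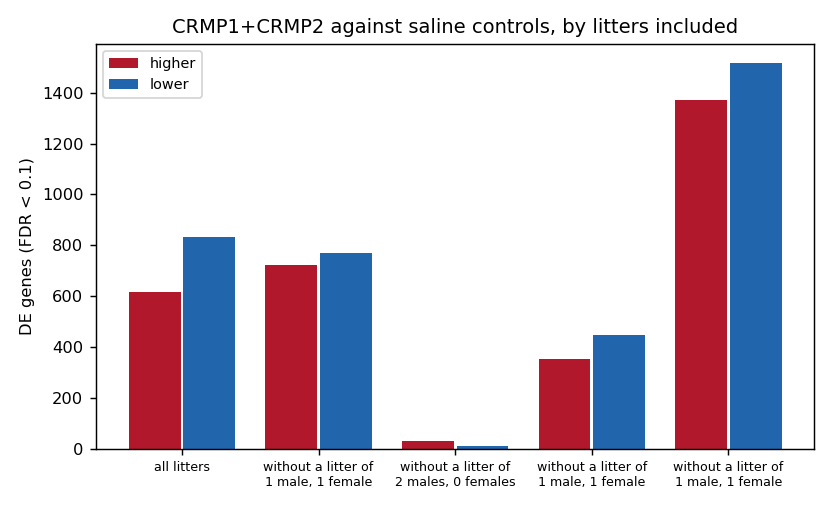
Number of DE genes at FDR < 0.1 (vertical axis), higher and lower in CRMP1+CRMP2 than in controls, with all 4 litters and with each litter left out in turn (horizontal axis). Leaving out the litter of 2 males gave 32 higher and 11 lower genes, against 616 and 834 with all litters.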

Exposure to LDHA/B+CRMP1+STIP1 autoantibodies demonstrated a much weaker response with ten upregulated genes at FDR < 0.1. 

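In 25 LDHA/B+CRMP1+STIP1 animals against 24 controls, 2 of 12700 tested genes passed FDR < 0.1, both higher, and 501 genes were higher and 408 lower at p under 0.05. Hoxb7 (chromosome 10 of rn7, 81252616 to 81256034) had a log2 fold change of 5.51 (SE 0.75, adjusted p = 9.1e-05 from edgeR's quasi-likelihood test) and was over 1 CPM in 3 of the 49 samples, all of them LDHA/B+CRMP1+STIP1 animals of batch 2. Creb1 had 20.9 ± 3.13 CPM in LDHA/B+CRMP1+STIP1 (SD, n = 25), a log2 fold change of 0.28 (SE 0.05, adjusted p = 0.0156 from edgeR). Its CPM in batch 1 was 17.5 ± 1.77 in controls and 22.2 ± 2.16 in exposed animals, and in batch 2 it was 15.7 ± 2.52 and 18.7 ± 3.46. The likelihood ratio test of edgeR in place of the quasi-likelihood test gave 10 higher and 2 lower DE genes.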

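No gene passed FDR < 0.1 among 12641 tested in 6 CRMP1+GDA animals against 24 controls, with 204 genes higher and 256 lower at p under 0.05. In 8 STIP1+NSE animals, 6 of 12660 genes passed, all higher: Tlx2 with a log2 fold change of 5.98 (adjusted p = 0.0100 from edgeR's quasi-likelihood test), Crx with 5.72 (0.0164), Tph1 with 4.43 (0.0215), Gnat2 with 4.11 (0.0269), Aipl1 with 2.76 (0.0385) and Rbp3 with 3.86 (0.0861), of which Gnat2 and Rbp3 were named after their values were seen. Each was over 1 CPM in 2 to 4 of the 32 samples, and with a pineal marker score as a covariate Tlx2 changed by 2.07, Crx by 0.53 and Tph1 by 1.89. Leaving out each litter in turn gave from 1 to 4 DE genes in CRMP1+GDA and from 1 to 13 in STIP1+NSE.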

CRMP1+GDA and STIP1+NSE had only 1 and 2 upregulated genes at FDR < 0.1, respectively. 

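At p under 0.05, 408 genes were lower in LDHA/B+CRMP1+STIP1, 256 in CRMP1+GDA and 209 in STIP1+NSE, and at FDR < 0.1 the count was 0 in each. With DESeq2 in place of edgeR's quasi-likelihood test, 2 genes were lower at FDR < 0.1 in LDHA/B+CRMP1+STIP1.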

There were no downregulated genes passing our FDR < 0.1 in these three exposure comparisons (Fig. 5a). 

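At p under 0.05, 46.1% of the DE genes were higher in CRMP1+CRMP2 (1426 higher and 1667 lower), 55.1% in LDHA/B+CRMP1+STIP1, 44.3% in CRMP1+GDA and 48.4% in STIP1+NSE. At FDR < 0.1 the share for CRMP1+CRMP2 was 42.5%. The changes of the higher genes were larger than those of the lower genes in CRMP1+CRMP2, with median log2 fold changes of 0.26 and -0.18, and 104 genes rose by more than 1 on the log2 scale while 5 fell by more than 1. In LDHA/B+CRMP1+STIP1 the medians were 0.14 and -0.11, with 16 and 10 genes beyond 1. In CRMP1+GDA they were 0.24 and -0.27 (18 and 9 genes) and in STIP1+NSE 0.27 and -0.18 (26 and 9 genes).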

DE of CRMP1+CRMP2 and LDHA/B+CRMP1+STIP1 was shifted towards upregulation in both the number of DE genes and log_2_ fold change effect size (Fig. 5a, b), demonstrating that *in utero* exposure to MARA-ABS has a strong downstream effect on gene expression.

**Fig. 5:**
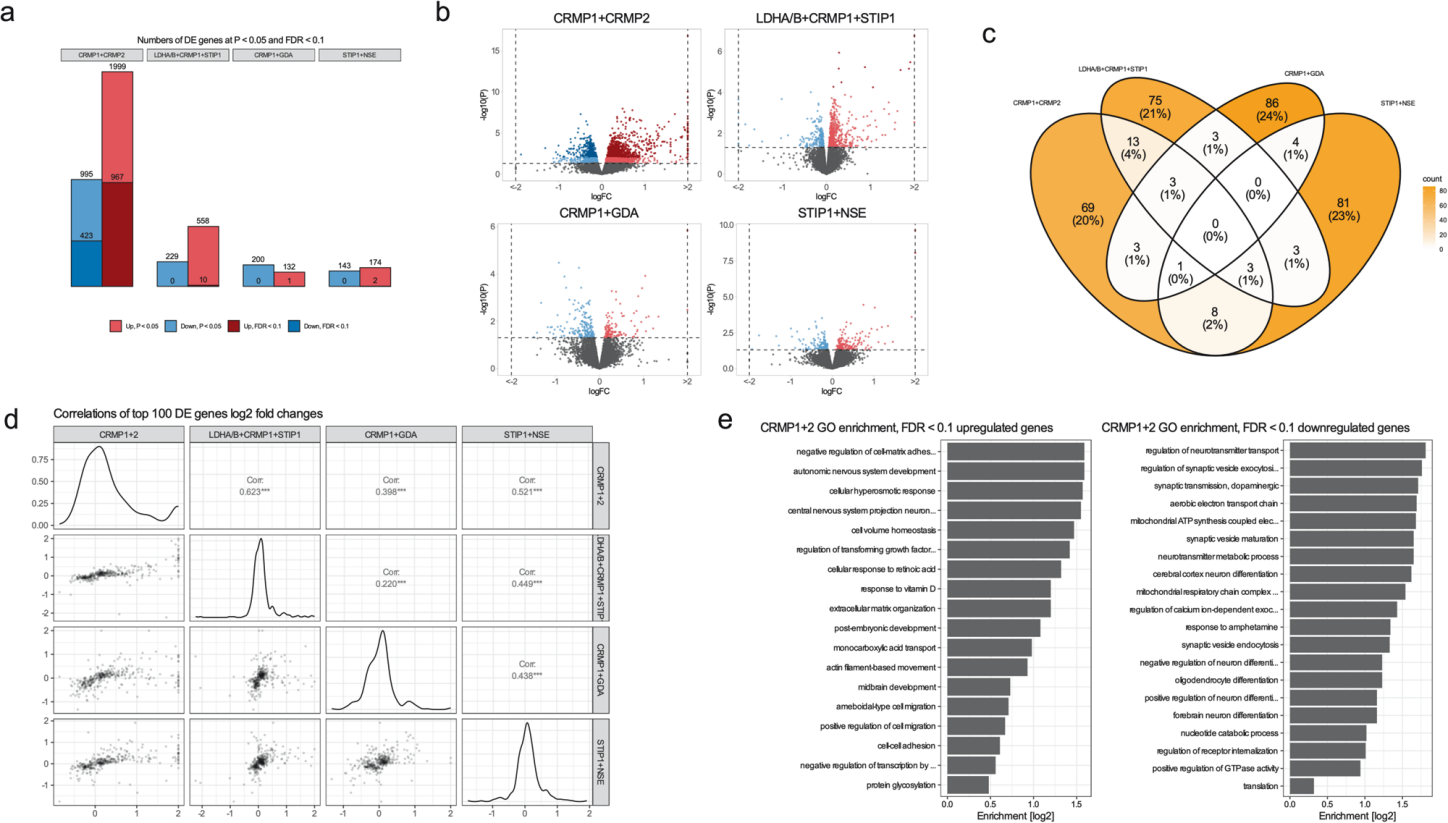
DE analysis by autoantibody exposure. **a** Numbers of DE genes passing thresholds of *p* < 0.05 and FDR < 01. **b** Volcano plots split by autoantibody exposure. **c** Intersections of 100 most significant DE genes by autoantibody exposure. **d** Correlations of top 100 DE genes log2 fold changes. **e** CRMP1+CRMP2 GO enrichment for up- and downregulated genes passing FDR < 0.1.

Next, we asked if DE signatures of the individual autoantibody combinations are shared or are unique to each exposure condition. We intersected gene lists of 100 of the most significantly DE genes; 19/100 genes were shared between CRMP1+CRMP2 and LDHA/B+CRMP1+STIP1, 12/100 genes were shared between CRMP1+CRMP2 and STIP1+NSE, and fewer than 10 genes were shared between the other exposure pairs (Fig. 5c). Furthermore, we performed a quantitative correlation analysis between DE log2 fold changes. 

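For each pattern the 100 genes with the smallest p were taken. CRMP1+CRMP2 shared 22 of them with STIP1+NSE, 7 with LDHA/B+CRMP1+STIP1 and 6 with CRMP1+GDA. CRMP1+GDA shared 7 with STIP1+NSE and 5 with LDHA/B+CRMP1+STIP1, which shared 3 with STIP1+NSE. Every shared gene had the same sign in both patterns, and independent lists drawn from the genes tested in both would share 0.793 genes on average or fewer. The same 24 controls enter each contrast. When the controls were divided at random into separate sets for the patterns of a pair (median of 20 draws), the 6 overlaps fell from a sum of 50 to 16, with 9 for CRMP1+CRMP2 and STIP1+NSE and 2 for CRMP1+CRMP2 and LDHA/B+CRMP1+STIP1. Within batch 2, with sex as covariate, the sum was 51, with 9 genes shared by each of these pairs.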

We found that the sign of DE of these genes, as signified by positive Pearson correlation values, is mostly concordant across all exposures. 

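Pearson correlations of log2 fold changes were computed across the 332 genes of the 4 lists, and genes are not independent replicates. They were 0.64 for CRMP1+CRMP2 and STIP1+NSE (SD 0.13 over 1000 bootstrap draws of genes), 0.59 for CRMP1+CRMP2 and CRMP1+GDA (0.11), 0.56 for CRMP1+GDA and STIP1+NSE (0.11), 0.47 for LDHA/B+CRMP1+STIP1 and STIP1+NSE (0.10), 0.27 for CRMP1+CRMP2 and LDHA/B+CRMP1+STIP1 (0.15) and 0.21 for LDHA/B+CRMP1+STIP1 and CRMP1+GDA (0.09). Their mean was 0.456, and Spearman's rho averaged 0.656. Within batch 2 the 6 values ran from 0.58 to 0.82 with a mean of 0.699, and with separate control sets for the patterns of a pair the mean was 0.393.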

Most of these genes fell in quadrants 1 and 3, and few genes fell in quadrants 2 and 4, especially those with high fold change values (Fig. 5d). Thus, although qualitative intersections of DE gene sets do not reveal high similarities, quantitative correlations demonstrate similarities across autoantibody exposures.

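Of the 332 genes, the share with the same sign in both patterns of a pair ran from 80.7% (268 genes, with STIP1+NSE against LDHA/B+CRMP1+STIP1 and against CRMP1+GDA) to 89.5% (297 genes, CRMP1+CRMP2 and CRMP1+GDA). Among genes with an absolute log2 fold change over 0.5 in both patterns, 12 had the same sign and 4 the opposite sign in CRMP1+CRMP2 and LDHA/B+CRMP1+STIP1. The numbers were 19 and 3 for CRMP1+CRMP2 and CRMP1+GDA, 21 and 5 for CRMP1+CRMP2 and STIP1+NSE, 5 and 1 for LDHA/B+CRMP1+STIP1 and CRMP1+GDA, 12 and 0 for LDHA/B+CRMP1+STIP1 and STIP1+NSE, and 16 and 2 for CRMP1+GDA and STIP1+NSE.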

Taking advantage of the two independent batch replicates of LDHA/B+CRMP1+STIP1 and saline control samples, the correlation of DE results of these replicate sets demonstrated high concordance with a ratio of directionally concordant to discordant genes at 1015/430 and 260/101, at *p* < 0.05 and FDR < 0.1, respectively (Supplementary Fig. 4a, b), demonstrating overall reproducibility of transcriptomic effects in this MARA model.

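Each batch was fitted on its own, with 16 exposed animals against 12 controls in batch 1 and 9 against 12 in batch 2, and a surrogate variable estimated within the batch. Of the 1613 genes with p under 0.05 in at least one batch (767 in batch 1 and 981 in batch 2), 1129 had the same sign in both and 484 had opposite signs. The concordant share was 70.0% (95% Wilson interval 67.7% to 72.2%, which treats genes as independent). Among the 103 genes with p under 0.05 in both batches, 98 were concordant and 5 discordant. At FDR < 0.1, 2 genes tested in both batches passed in at least one batch. Creb1 was concordant, with a log2 fold change of 0.33 in batch 1 (adjusted p = 0.0232 from edgeR's quasi-likelihood test) and 0.21 in batch 2, and Dnajc3 was discordant, with 0.32 (adjusted p = 0.0420 from edgeR) and -0.08. Dnajc3 and Hoxb8 were named after their values were seen. Hoxb8 passed in batch 2 and was below the expression filter in batch 1. Across the 12317 genes tested in both batches, Pearson's r of the log2 fold changes was 0.125 and Spearman's rho 0.190. Counts summed per litter gave 272 concordant and 62 discordant genes at p under 0.05, and 0 genes at FDR < 0.1.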

The DE response to CRMP1+CRMP2 is by far the strongest, and we examined this signature using GO enrichment analysis. 

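Extracellular matrix genes had a median log2 fold change of 0.24 in CRMP1+CRMP2, relative to which the median of all genes was 0.01, and 69 of 84 were higher (limma camera, adjusted p = 1.3e-07 over 8 families). Of the 616 higher DE genes, 16 were extracellular matrix genes where 4.08 were expected (Fisher's exact test, adjusted p = 9.2e-06). Integrin and focal adhesion genes had a median of 0.10 with 21 of 27 higher (camera adjusted p = 0.00246), and 4 were among the 616 where 1.31 were expected (Fisher's exact test, adjusted p = 0.106). Neuron differentiation genes had a median of 0.10 with 21 of 35 higher (camera p = 0.171), and 5 were higher DE genes where 1.70 were expected (Fisher's exact test, adjusted p = 0.0825). In batch 2 alone the medians of the extracellular matrix, adhesion and neuron differentiation families were 0.23, 0.10 and 0.13. With an inter-gene correlation estimated per family, none of the 8 families had an adjusted camera p under 0.05. A family shift as large was found in 5 (extracellular matrix), 9 (adhesion) and 12 (neuron differentiation) of 70 splits of whole litters, the real split included. Log2 fold changes in this contrast rose with gene length (Spearman's rho 0.295 across 12691 genes). The families were not retested with that trend removed, so it could contribute to their shifts.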

At FDR < 0.1 in upregulated DE genes, we found significant enrichment of GO terms related to cell-matrix adhesion, and nervous system development. 

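Among the 834 lower DE genes of CRMP1+CRMP2 were 17 of 61 synaptic vesicle and release genes where 4.01 were expected (Fisher's exact test, adjusted p = 1.9e-06), 32 of 91 oxidative phosphorylation genes where 5.98 were expected (adjusted p = 1.2e-14) and 18 of 75 cytosolic ribosomal protein genes where 4.93 were expected (adjusted p = 6.3e-06). Ribosomal protein genes have many processed copies in the genome among which reads could have been split. The median log2 fold changes were -0.11 with 46 of 61 members lower, -0.19 with 89 of 91 lower and -0.17 with 74 of 75 lower. Of the neuron differentiation genes, 4 of 35 were lower DE genes where 2.30 were expected (Fisher's exact test, adjusted p = 0.447). Against the batch 2 controls alone, the synaptic, oxidative phosphorylation and ribosomal medians were -0.11, -0.18 and -0.16. These families kept their direction with median-ratio, upper-quartile and no normalization factors. Fisher's exact test treats genes as independent, and the 834 genes come from a fit with animals as the replicates. A family shift as large was found in 4 (oxidative phosphorylation), 10 (ribosomal) and 10 (synaptic) of 70 splits of whole litters, the real split included. These families too were not retested with the gene length trend removed.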

Downregulated genes were enriched for GO terms related to synaptic transmission, and neuron differentiation, energy production and metabolism, and translation (Fig. 5e, Supplementary Tables 17−18). GO enrichment for other autoantibody conditions was tested at DE *p* < 0.05 (Supplementary Fig, 5a–c, Supplementary Tables 19−24).

## Discussion

Mounting clinical [5, 7–12] and preclinical [15–17, 26] evidence strongly implicates exposure to MARA-ABs in altered neurodevelopment. Here, we utilized a translationally relevant rat model to determine the impact of gestational exposure to clinically relevant patterns of MARA-ABs on gene expression and immune signaling molecules in the early postnatal brain.

In the PND2 rat brain, the neurodevelopmental processes are most equivalent to what occurs during the third trimester in humans [27]. For rats, beginning at approximately embryonic day 15 and extending into the early weeks of postnatal life, neural progenitor cells begin to proliferate, differentiate, and migrate throughout the developing brain [28, 29]. Synaptogenesis also begins during gestation and peaks during the early weeks of life in the rat, requiring neurons to migrate to the cortical plate where they develop their synaptic connections [30]. Similar to humans, rodents have a hemochorial placenta that allows maternal IgG to cross the placenta via the FcRn receptor during gestation [31], beginning at approximately embryonic day 13 [32]. After birth, the passage and uptake of IgG continues via maternal milk, with FcRn receptors also expressed in the neonatal intestine [33, 34]. Due to the vulnerability of the fetal brain during key developmental processes and before the full formation of the blood-brain barrier [35, 36], it is believed that the MARA-ABS can access their protein targets once within the fetal compartment. This interaction could therefore alter the trajectory of early neurodevelopment and impact signaling molecules such as cytokines, chemokines, and growth factors, leading to lasting effects associated with MARA pathology [37]. To determine the downstream effects of MARA-AB exposure, we used our novel preclinical rat model in which dams are immunized to endogenously express CRMP1+CRMP2, STIP1+NSE, CRMP1+GDA, and LDHA/B,+CRMP1+STIP1 autoantibodies to examine levels of brain and peripheral cytokines/chemokines/growth factors in addition to brain-specific transcriptomic changes.

LDHA/B+CRMP1+STIP1-exposed brains had significantly lower levels of several pro-inflammatory cytokines than saline controls, including IL-1β, IL-2, and IFNγ. While the developing brain is vulnerable to inflammation, and inflammation is often considered to be pathological in nature, it is important to note that sufficient levels of this class of cytokines/chemokines are necessary for proper neurodevelopment. IL-1β, for example, has been shown to be highly expressed in the developing brain and can impact neural precursor cells via Wnt5 signaling, which is necessary for neuronal differentiation [38]. Deficiencies in IL-2 and IFNγ have been linked to alterations in learning and memory [39] and social behavior, respectively [40]. This suggests that a reduced level of these immune signaling molecules could negatively impact brain development in the exposed offspring.

In the serum, we found increased EGF in LDHA/B+CRMP1+STIP1 offspring compared to controls. While some studies have found a correlation between decreased levels of EGF and an autism diagnosis, studies in a younger cohort observed higher levels of peripheral EGF in autistic patients [41]. Accelerated brain growth and increased total cerebral volume are often described in autistic individuals. Increased brain volume was also observed in our MARA (LDHA/B+CRMP1+STIP1) rat model [15] and our original mouse studies [17]. As EGF is functionally important for the proliferation of cells that develop into neurons and glia [42], elevated EGF at an early postnatal timepoint suggests it could contribute to brain overgrowth in MARA. Observations of brain overgrowth in earlier preclinical studies conducted in mice [16, 17], rats [15], and nonhuman primates [26] strongly supports our current findings and suggests that this is a trait consistent with the MARA pathology.

Although little clinical research has formerly addressed cytokine/chemokine changes in children from mothers who express MARA-ABs, one such study that examined this relationship in newborn bloodspots determined that neonates gestationally exposed to MARA-ABs had significantly higher levels of the T cell chemoattracting cytokine IL-16 compared to neonates from women who did not express MARA-ABs [43]. While not measured in our preclinical model, IL-16 plays a role in EGF signal transduction [44]. This is of interest given our observation of significantly higher EGF in serum of LDHA/B+CRMP1+STIP1 offspring. Although the findings in human MARA neonates and our animal model offspring cannot be directly compared, the potential correlation between the findings in MARA neonates and MARA rat offspring further implicates EGF as an analyte of interest in MARA.

When assessing the additional clinical MARA-AB patterns, we found a significant decrease in VEGF in CRMP1+CRMP2 and STIP1+NSE-exposed offspring brains compared to CRMP1+GDA-exposed offspring. VEGF is required for the formation and survival of blood vessels both peripherally and in the brain and has also been shown to aid in proper neuronal migration [45]. Therefore, a decrease in this growth factor could indicate impairments in the blood-brain barrier and impacts on neuronal fates. We also found that CRMP1+CRMP2-exposed offspring have significantly higher levels of IL-2 and more detectable reads for IFNγ. Excess levels of these cytokines could result in more severe impacts on the neurological development of CRMP1+CRMP2 autoantibody-exposed offspring. In our clinical studies, CRMP1+CRMP2 has been the most prevalent MARA autoantibody pattern and is most highly associated with a more severe autism phenotype. In contrast, the CRMP1+GDA pattern is less commonly associated with increased odds of intellectual disability (ID) and is significantly higher in the autism with no ID population [12]. Although we did not observe many significant differences in cytokine levels among these three additional MARA exposure groups, we believe that the trending differences, as shown by medium to large effect sizes, could implicate the potential for differences in MARA severity based on autoantibody reactivity profile.

At the transcriptomic level, we observed changes in genes linked to the regulation of transcription, proliferation, and neuronal differentiation in offspring exposed to MARA-ABS. This phenotype mirrors the abnormal neuronal growth trajectory described in autistic individuals [46]. More specifically, we found upregulation of *wnt* signaling genes and genes involved in neuroblast formation. *Wnt* has previously been implicated in autistic patients, with excess numbers of cortical neurons and enlarged brain volumes having been linked to dysregulated *wnt* signaling [47, 48]. This finding is supported by our previous observation of increased regional brain volumes in LDHA/B+CRMP1+STIP1-exposed offspring [15] and the increased levels of peripheral EGF identified here. We also observed upregulation of genes that activate the mitogen-activated protein kinase (MAPK) cascade and downregulation of those that induce nuclear factor kappa-light-chain-enhancer of activated B cells (NFκB) signaling. Aberrant signaling of the MAPK pathway has been linked to several neurodevelopment disorders, including autism, as it plays a crucial role in proper neuronal development within the cerebral cortex [49]. NFκB signaling has been identified to play roles in neurogenesis and neurite outgrowth, particularly in the hippocampus, where it has impacts on learning and memory, as well as in the regulation of dendritic spine density [50, 51]. Immunologically, MAPK and NFκB are involved in the release of several cytokines/chemokines, including IL-1β, IL-2, IL-10, and IL-12 [52, 53]. All of these were lower in the LDHA/B+CRMP1+STIP1 autoantibody-exposed offspring compared to saline/adjuvant controls, with IL-2 being higher in CRMP1+CRMP2 autoantibody-exposed offspring compared to CRMP1+GDA autoantibody-exposed offspring. Thus, alterations in the functions of these pathways could have direct impacts on the release of these cytokines.

When we assessed the differential effects of the individual clinical patterns, we found the highest number of differentially expressed genes in the CRMP1+CRMP2-exposed offspring, suggesting a more profound impact of this MARA pattern. As previously mentioned, this mirrors what is observed clinically, with children from mothers with CRMP1+CRMP2 autoantibodies having a higher incidence of developmental delay [12]. These results reflect brain-specific alterations of RNA expression as a result of MARA autoantibody exposure, elucidating potential downstream changes that could be implicated mechanistically in altered neurodevelopment.

Our analyses should be considered in light of several study limitations. Experimentally, we were limited in the cytokine/chemokine/growth factors comparisons we could make between control offspring and those offspring exposed to the additional clinical MARA-AB patterns due to plate-to-plate variation. In this first study of additional MARA patterns, the statistical power to detect medium to large effect sizes was limited, and we elected to present *p*-values uncorrected for multiple comparisons, as well as effect sizes to offer a comprehensive view of the results. As a result, it is important to exercise caution when interpreting *p*-values that are not adjusted for multiple comparisons, as they may lead to an increased risk of Type I errors. Further, as this was the first study of the newly identified autoantibody patterns, we began our exploration of downstream effects from MARA-AB using bulk RNA sequencing to examine the systems-level impacts of autoantibody exposure on gene expression. Future studies are needed to test if single gene DE effects are linked to changes in protein levels, to map DE effects to the specific perturbed cell types, and to test for associated functional impacts in relevant pathways and processes.

In conclusion, we used our novel rat models to examine the brain and peripheral cytokines/chemokines/growth factors and brain transcriptomic profiles of PND2 offspring exposed to clinical patterns of MARA-ABS. We not only observed changes when we compared the original MARA pattern to controls, confirming that MARA autoantibody exposure directly impacts factors critical for healthy neurodevelopment, but we also confirmed that the effect on the offspring varied based on the specific MARA pattern. The changes we observed in exposed offspring validated previous findings from our preclinical studies and mirrored changes noted in the brains of autistic individuals, such as altered brain size and neuronal cell numbers. Thus, this novel study provides insights into the variable pathological effects of MARA-ABS, highlighting their impact on neurodevelopment, downstream expression of critical genes, and changes in key developmental immune molecules. Future studies will include direct comparisons between offspring exposed to each clinical pattern and controls and be adequately powered to examine differences in the presence of multiple confounders and covariates, as well as provide validation of the DEG studies at the protein level. Investigations are currently underway to further elucidate the clinical pattern-induced effects on behavior and other aspects of immune and neurodevelopment.

## Supplementary information

Supplementary Materials Combined

## Data Availability

Data that is not already available in the main text or Supplementary Materials are available from author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

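RNA from 71 PND2 offspring of 27 litters was sequenced, 24 saline controls from 7 litters and 47 MARA-AB exposed animals from 20 litters (8 of CRMP1+CRMP2, 25 of LDHA/B+CRMP1+STIP1, 6 of CRMP1+GDA and 8 of STIP1+NSE). The deposited table holds counts per gene and sample that the authors made by aligning the reads to the rat genome build rn7 with STAR and counting them with featureCounts. The other unit in the deposited table is the exon length of each gene in bases, which the authors' counting tool wrote. The counts are whole numbers with no normalization and cover 17494 genes, and 0 columns were left without a condition. Whether reads that map to several places were counted is not stated in the paper's text. Among counts from 1 to 9, 74.5% were even, so that most low counts step by 2, and halving all counts was tried as an alternative. Each sample's exposure, litter and sex come from the labels, and its batch from the series its title belongs to.

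Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, trended dispersion, robust quasi-likelihood fit and test), with Benjamini-Hochberg adjustment over the genes tested and FDR < 0.1, and separately at an unadjusted p under 0.05. Adjusted p-values of single genes come from edgeR unless another tool is named. The general contrast set 47 exposed animals against 24 controls over genes with at least 1 CPM in at least 8 samples, in 3 models: with the first surrogate variable (svaseq of sva 3.50.0, estimated from TMM-scaled counts with exposure in the full model), with PC1 and PC2, and with PC1 to PC7 of a PCA on log2 CPM (prior count 2) in which samples are the variables. Each of the 4 patterns was set against all 24 controls over genes with over 1 CPM in at least 2 samples, with 1 surrogate variable. Animals are the replicates in these models, and littermates share a dam. Batch and pattern overlap in the design, since 3 of the 4 patterns were sequenced in batch 2 only.

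Pairs of patterns were compared by the genes shared among the 100 with the smallest p and by Pearson's r of log2 fold changes over the union of these lists. Batch replication of LDHA/B+CRMP1+STIP1 was counted from separate fits in each batch, over genes past the threshold in at least one batch. GO terms were not analysed here. In their place, 8 gene families were fixed by gene symbol for some of the terms the paper names (DNA repair and glial cell proliferation are not among them) and tested with limma 3.58.1 camera (inter-gene correlation 0.01) and with Fisher's exact test against the genes tested. Shares of a component's variance between batches or sexes were tested with 100000 permutations, two-sided.

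The genes named are the 31 of Fig. 4b, c, the sex marker Eif2s3y, the genes of the target antigens, 8 genes of the cytokines and growth factors that the paper measured as proteins (Il1b, Il2, Il10, Il12a, Il12b, Ifng, Egf and Vegfa; the genes of the other analytes were not analysed here), and the 3 genes with the smallest p among those with FDR < 0.1 in each comparison. Marker genes of tissues are used as the mean of a set. Other genes are named where the text says that they were chosen after their values were seen. Each library held between 24880182 and 36234952 counts, with a median of 28439195. At this depth 1 CPM is between 24.9 and 36.2 counts, so changes of genes near the filter rest on few reads.

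The pipeline was tested on simulated data with the real batch structure, a dispersion of 0.02 and 200 genes changed by 1 on the log2 scale. In 8 against 24 animals the model with the surrogate variable found 200 of the 200 genes with 18 false calls among 218, and in 6 against 24 it found 198 with 15 false calls among 213. With no gene changed it called 0 genes. The model with PC1 and PC2 had 63 false calls among 263 and 42 among 239, and DESeq2 39 among 239 and 34 among 232, above the 10% that FDR < 0.1 allows, so counts from these fits can hold more false calls than the threshold states. The litter as a random effect found 199 and 200 of the 200 genes, with 27 false calls among 226 and 22 among 222. Littermates were simulated as independent, so these figures do not cover differences between litters. In the family test, 1 of 1 shifted family and 0 of the unshifted families were found.

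The models above and these alternatives were chosen before the data were examined: edgeR's likelihood ratio test, DESeq2 1.42.0, median-ratio size factors, batch and sex as covariates, batch 2 alone, counts summed per litter, the litter as a random effect (limma voom with duplicateCorrelation), other expression filters, sva on log2 CPM, sex added to the surrogate variable, principal components in place of it, a PCA centred per gene, all 71 samples in one fit, each litter of a pattern left out in turn, separate control sets for the patterns of a pair (20 random draws), lists of 500 genes, Spearman's rho, and other criteria of replication. Upper-quartile normalization, no normalization factors, halved counts, a surrogate variable from unscaled counts, and combinations of these with the likelihood ratio test were added after seeing the data, as were the likelihood ratio test for the pairs of patterns and the replication, replication without a covariate, and, for the gene families, other normalizations and the litter of 2 males left out. Fits with batch and sex, batch 2 alone, litter sums or the litter as a random effect hold no surrogate variable or component. Batch 2 alone had sex as covariate, and the litter as a random effect had batch and sex. Litter sums had batch, or no covariate within a batch. Up to 100 splits of the animals, and of whole litters, were fitted for each comparison (80 for the pairs of patterns). Xist and the cytokine, chemokine and growth factor measurements were not analysed here. 1 gene that passed the test of single animals is not reported here.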

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

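Of the tests in this part, those that add a marker score as a covariate to the models of single genes and of the interactions were chosen after the result was seen. A marker score is the mean log2 CPM of a set of marker genes of a tissue, without the gene or genes being tested.

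In the groups of 6 or 8 animals, the gap between the highest or lowest animal and its nearest neighbor was compared with the group's range for each named gene. The ratio passed the 95% critical value of Dixon's test in 12 of 126 groups, where 6.3 are given by chance. Of these, 11 are given here. In CRMP1+CRMP2 the ratios were 0.556 for Banp, 0.530 for Ddx46 and 0.711 for Tlx2, each from the highest animal, and 0.652 for Gda, from the lowest. In CRMP1+GDA they were 0.647 for Igf2bp3, 0.868 for Tph1, 0.944 for Crx and 1 for Tlx2, and in STIP1+NSE 0.587 for Lmo7 (lowest animal), 0.605 for Gda and 1 for Hoxb7. A ratio of 1 means that 1 animal had counts and every other animal of the group had the same lower value. For Banp, Ddx46, Igf2bp3, Lmo7 and Gda no explanation was tested.

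Signals in genes outside those that the paper discusses appeared in CRMP1+CRMP2, with log2 fold changes of 7.33 for Crx (higher than the median control in 3 of 8 animals and lower in 0) and 3.66 for Aipl1 (higher in 6 of 8), and in STIP1+NSE, with 5.98 for Tlx2 and 5.72 for Crx (each higher in 3 of 8 and lower in 0). With Tph1, these genes rest on few animals. The highest CPM of Tph1 was 187 in CRMP1+CRMP2, where the next animal had 53.0 and the third 1.01, 59.7 in STIP1+NSE, followed by 29.8 and 1.64, and 29.5 in CRMP1+GDA, followed by 0.662, against at most 1.64 in controls. No test set these animals as a group against the others. The highest one in CRMP1+GDA passed the critical value of Dixon's test for Tph1 (ratio 0.868). A candidate explanation is pineal tissue in some of the slices. With a pineal score as a covariate, the log2 fold change of Crx went from 7.33 to 0.50 and that of Tph1 from 6.01 to 1.80 in CRMP1+CRMP2, and in STIP1+NSE Tlx2 went to 2.07, Crx to 0.53 and Tph1 from 4.43 to 1.89, each to less than 50% of its value. Of 10 pineal marker genes tested in CRMP1+CRMP2, 9 were higher and 8 had FDR < 0.1 (edgeR). In STIP1+NSE 8 of 9 were higher and 2 had FDR < 0.1, and in CRMP1+GDA 3 of 7 were higher and 0 had FDR < 0.1. Over the alternatives, the adjusted p of Crx in CRMP1+CRMP2 ran from 3.4e-07 to 0.436 and that of Aipl1 from 1.5e-10 to 0.436 (edgeR, DESeq2 or limma). In STIP1+NSE that of Tlx2 ran from 0.000978 to 1.00 and that of Crx from 0.00114 to 1.00. The score contains genes expressed together with the gene tested, so a response to exposure inside the pineal gland cannot be told apart from a difference in how much of it was dissected. Aipl1 was not tested with a score.

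Hoxb7 in LDHA/B+CRMP1+STIP1 had a log2 fold change of 5.51 and was higher than the median control in 4 of 25 animals, lower in 0. Its CPM reached 2.45 in batch 2 and 0 in batch 1, against at most 0.0724 in controls. With a hindbrain score as a covariate the log2 fold change was 5.94, so this score, made from 3 of 20 hindbrain marker genes, did not account for it. Over the alternatives the adjusted p ran from 1.4e-05 to 0.999. Hoxb7 counts were not confined to this pattern. In CRMP1+GDA the highest animals had 1.63 and 1.59 CPM, and 4 of 6 animals were higher than the median control.

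The response to LDHA/B+CRMP1+STIP1 differed between batches in 14 of 12700 genes at FDR < 0.1 (an interaction term in edgeR's quasi-likelihood test), all with a higher change in batch 2: Hoxb5, Hoxa5, Hoxc4, Hoxb4, Hoxa4, Hoxd3, Hoxd4, Slc6a5, Hoxa2, Lbx1, Hoxb8, Pax2, Dbh and Hoxa3, which were named after their values were seen. As many genes were found in 2 of 100 random splits of the animals and in 47 of 100 splits that keep littermates together, so the result cannot be told apart from differences between litters. With a hindbrain score made without these genes, 5 genes passed. Hindbrain tissue in some of the slices may account for part of the interaction.

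The response to CRMP1+CRMP2 differed between the sexes in 15 of 12691 genes at FDR < 0.1 (interaction term, edgeR), all with a lower change in males: Tph1, Tulp1, Rbp3, Aanat, Impg2, Aipl1, Eif2s3y, Neurod4, Prph2, Isl2, Pde6c, Gngt2, Gnat2, Ddx3 and Impg1, most of which were named after their values were seen. Eif2s3y and Ddx3 are male-specific genes with a median of 0 CPM in females, so their terms rest on traces of counts in females and are not a difference in response. The group has 5 males and 3 females. Of the 56 ways to assign these sexes among the 8 animals, 9 gave as many genes. With a pineal score made without these genes, 1 gene passed. Pineal tissue in some of the slices may account for the interaction in the genes other than these 2 male-specific ones, and it cannot be told apart from a difference between individual animals. For all MARA-AB exposed animals, the interaction with sex gave 0 of 12477 genes at FDR < 0.1, with 282 higher and 160 lower at p under 0.05.

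Among genes of the target antigens, which the paper does not report, Dpysl2, which encodes CRMP2, changed by -0.15 in CRMP1+CRMP2 (adjusted p = 0.0869 from edgeR, lower than the median control in 8 of 8 animals), Eno2 by -0.22 (0.0271, lower in 7 of 8) and Ldhb by -0.17 (0.0921, lower in 6 of 8). Over the alternatives the adjusted p ran from 0.0740 to 0.436 for Dpysl2, from 0.0111 to 0.436 for Eno2 and from 0.0245 to 0.461 for Ldhb. Crmp1 changed by -0.04 in the same animals. These genes are 3 of 1450 that passed. No explanation was tested for these genes singly. Counts of animals above or below the median control, here and in the other paragraphs, are not corrected for batch and can go against the corrected change. Mfrp, for one, was higher than the median control in 6 of 6 CRMP1+GDA animals, where its log2 fold change was negative.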

How the results depend on the processing

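In the general contrast, some settings replace the covariates of the 3 models, so each is a single fit that stands for all of them. These are batch and sex as covariates, batch 2 alone, counts summed per litter and the litter as a random effect. No gene passed FDR < 0.1 in them (0 genes), and 1137, 793, 263 and 396 genes had p under 0.05. The model with the surrogate variable (4 genes) gave 16 with DESeq2, 10 (8 higher and 2 lower) without the CPM filter, and 1 with median-ratio size factors, with sva on log2 CPM and with sex added. The likelihood ratio test gave 6. The model with PC1 and PC2 (4 genes) gave 25 with the likelihood ratio test, 55 with DESeq2, 394 (269 higher and 125 lower) with the PCA centred per gene, and 1 without the CPM filter. The model with 7 components (0 genes, 1141 with p under 0.05) gave 6 with the likelihood ratio test, 22 with DESeq2 and 13 (6 higher and 7 lower) without the CPM filter. The union (5 genes) held 26 genes with the likelihood ratio test and 394 with the PCA centred per gene. Of the settings chosen after seeing the data, upper-quartile normalization and halved counts gave 1 gene each in the models with the surrogate variable and with PC1 and PC2, and halved counts gave 4 with 7 components. Without normalization factors the model with PC1 and PC2 gave 1 gene, and the likelihood ratio test without them gave 11, 24 and 6 genes in the 3 models and 25 in the union. The likelihood ratio test with upper-quartile normalization gave 16, 24 and 11 genes and 32 in the union, while upper-quartile normalization alone left 1 in the union. With the surrogate variable estimated from unscaled counts, the likelihood ratio test gave 24 genes with TMM and 34 without factors. Of the genes at FDR < 0.1, more were higher than lower in each of these fits that gave any, apart from 7 components without the CPM filter. The cause of these changes was not tested.

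For CRMP1+CRMP2 (1450 genes), the count was 491 (184 higher and 307 lower) with batch and sex as covariates, 127 (50 and 77) against the batch 2 controls, 2377 (1217 and 1160) with PC1 and PC2, and 0 with counts summed per litter and with the litter as a random effect, where 1435 and 1670 genes had p under 0.05. The fits by litter hold batch, or batch and sex, in place of the surrogate variable, so they change the covariates along with the replicate. The count ran from 43 to 2887 genes across the 4 fits that each left out a litter. In the other fits it was between 1279 and 2012. The balance of directions moved with the scaling: 616 higher and 834 lower with TMM became, with settings chosen after seeing the data, 897 and 466 without normalization factors, 984 and 497 with the likelihood ratio test as well, 802 and 578 with upper-quartile normalization, and 1246 and 697 with the likelihood ratio test, no factors and a surrogate variable from unscaled counts.

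For LDHA/B+CRMP1+STIP1 (2 genes), the likelihood ratio test gave 12, DESeq2 15, PC1 and PC2 8, the filter of 1 CPM in 8 samples 1 and all 71 samples in one fit 1, while batch 2 alone, litter sums and the litter as a random effect gave 0 (706, 386 and 490 with p under 0.05). Chosen after seeing the data, no normalization factors and upper-quartile normalization gave 6 each, and the likelihood ratio test gave 31 without factors, 12 with upper-quartile normalization, and 16 and 32 with a surrogate variable from unscaled counts, with TMM and without factors. For CRMP1+GDA (0 genes, 460 with p under 0.05), the likelihood ratio test, batch 2 alone, all 71 samples in one fit and, chosen after seeing the data, the likelihood ratio test without factors or with upper-quartile normalization gave 1, PC1 and PC2 gave 2, batch and sex gave 5, and leaving out each litter gave from 1 to 4. For STIP1+NSE (6 genes), DESeq2 gave 3, sex added to the surrogate variable 2, and batch and sex, batch 2 alone, litter sums, the litter as a random effect and the filter of 1 CPM in 8 samples gave 0 (274, 334, 166, 94 and 392 with p under 0.05). Leaving out each litter gave from 1 to 13. The cause was not tested.

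The genes shared by pairs of patterns summed to 448 with lists of 500 in place of 50 with lists of 100, and to 16 with separate control sets. The mean correlation of 0.456 was 0.699 within batch 2 and 0.656 as Spearman's rho. The concordant share between batches of 70.0% was 95.1% among genes past p under 0.05 in both batches, 81.4% with litter sums and, with settings chosen after seeing the data, 72.5% without a covariate and 72.9% with the likelihood ratio test without a covariate. At FDR < 0.1 it was 50.0% (1 of 2 genes) and 100% with sex as the only covariate (2 of 2). With genes required to pass in both batches, or with litter sums, no gene passed FDR < 0.1 and no share could be given. Of the 8 gene families, 7 had an adjusted camera p under 0.05 in the general contrast and 7 in CRMP1+CRMP2, and 0 in both when the inter-gene correlation was estimated per family. Under the other settings, some of them chosen after seeing the data, 6 to 8 families passed. The share on PC1 of 97.0% was 34.1% with the PCA centred per gene and 98.2% on unlogged CPM.

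Directions reversed in 6 of 1389 values of named genes: Ddx46 in the model with the surrogate variable was 0.00815 with litter sums in place of -0.04, Crmp1 in CRMP1+CRMP2 was 0.0320 with PC1 and PC2 in place of -0.04, and Mfrp in CRMP1+GDA was 0.21 with batch and sex, 0.17 in batch 2 alone, 0.33 with the litter as a random effect and 0.15 with all 71 samples in one fit in place of -0.24. The cause was not tested. Of the others, 1147 kept their side of FDR < 0.1, 136 lost it and 100 gained it. For single families, 101 of 120 values stayed on their side, 16 lost it and 3 gained it, and for single pairs of patterns 61 values stayed, 11 were weaker, 14 stronger and 16 moved.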

Differences from the paper's values

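A count is taken here as near the paper's value when the larger of the 2 is at most 1.5 times the smaller, and a correlation when it lies within the SD over bootstrap draws of genes, so that a setting can come near while much of the difference remains.

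In the general contrast, 4 genes passed FDR < 0.1 with the surrogate variable, against the paper's 8. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (6) and no CPM filter (10) came near the paper's value and the other 8 did not, and the likelihood ratio test without normalization factors, chosen after seeing the values, gave 11. With PC1 and PC2 there were 4 genes against the paper's 20. The likelihood ratio test (25) came near the paper's value, the other 8 alternatives set before the data were examined did not, and the likelihood ratio test without factors and with upper-quartile normalization, both chosen after seeing the values, gave 24 each. With 7 components there were 0 genes against the paper's 18, and DESeq2 (22) and no CPM filter (13) came near the paper's value while the other 7 alternatives set before the data were examined did not. The union held 5 genes against the paper's 31, 4 higher against the paper's 21 and 1 lower against the paper's 10. Of the 3 alternatives set before the data were examined, the likelihood ratio test came near the paper's value for the union (26) and the higher genes (23), and none did for the lower genes. Chosen after seeing the values, the likelihood ratio test without factors gave 25 and 22 higher, and with upper-quartile normalization 32, 24 higher and 8 lower.

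Of the 31 genes of Fig. 4b, c, 5 passed FDR < 0.1 in at least one of the 3 models. Each setting was run in the models that it applies to. The number was 19 with the likelihood ratio test, 29 with DESeq2, 24 with the PCA centred per gene, 6 without the CPM filter, 4 with median-ratio size factors, 1 with sva on log2 CPM and 1 with sex added, and 0 with batch and sex, batch 2 alone, litter sums and the litter as a random effect. Among settings chosen after seeing the values, it was 4 without factors, 2 with halved counts, 1 with upper-quartile normalization, 24 with the likelihood ratio test and upper-quartile normalization, 19 with that test without factors, and 17 and 18 with that test and a surrogate variable from unscaled counts, with TMM and without factors. Of the 31, 29 were called under at least one setting, and Barhl1 and Fbll1 under none.

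For CRMP1+CRMP2, 616 genes were higher at FDR < 0.1, against about 970 in the paper's Fig. 5a, read by eye, and 834 were lower, against about 420. For the higher genes, the likelihood ratio test (686), DESeq2 (730), the filter of 1 CPM in 8 samples (647), PC1 and PC2 (1217), all 71 samples in one fit (980) and leaving out 2 of the litters (724, and 1371, which lies farther from the paper's value than 616 does) came near the paper's value among the alternatives set before the data were examined, and the other 9 did not. No normalization factors (897), the likelihood ratio test without them (984), upper-quartile normalization (802), the same with the likelihood ratio test (866), and that test with a surrogate variable from unscaled counts (917, and 1246 without factors), all chosen after seeing the values, came near it too. For the lower genes, batch and sex (307) and leaving out 1 of the litters (446) came near the paper's value and the other 14 alternatives set before the data were examined did not, and no factors (466), the likelihood ratio test without them (497), upper-quartile normalization (578) and the same with the likelihood ratio test (608), chosen after seeing the values, came near it.

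LDHA/B+CRMP1+STIP1 had 2 higher genes at FDR < 0.1 against the paper's 10. The likelihood ratio test (10) and DESeq2 (13) came near the paper's value and the other 10 alternatives set before the data were examined did not, and the likelihood ratio test with upper-quartile normalization (10) and with a surrogate variable from unscaled counts (13), chosen after seeing the values, did. CRMP1+GDA had 0 against the paper's 1. The likelihood ratio test, batch 2 alone, all 71 samples in one fit and leaving out either of 2 litters gave 1 higher gene each, the other 10 alternatives set before the data were examined did not come near it, and the likelihood ratio test without factors and with upper-quartile normalization, chosen after seeing the values, gave 1 each. STIP1+NSE had 6 against the paper's 2. DESeq2 (3), sex added to the surrogate variable (2) and leaving out 1 of the litters (3) came near the paper's value and the other 13 alternatives set before the data were examined did not.

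At p under 0.05, 1667 genes were lower in CRMP1+CRMP2 against about 1000 in the paper's Fig. 5a, read by eye. Batch and sex (1385), batch 2 alone (1323), litter sums (861), the litter as a random effect (964) and leaving out 1 of the litters (1370) came near the paper's value, the other 11 alternatives set before the data were examined did not, and no factors (1138), the likelihood ratio test without them (1093), upper-quartile normalization (1329), the same with the likelihood ratio test (1270), and that test without factors with a surrogate variable from unscaled counts (1263), chosen after seeing the values, did. For LDHA/B+CRMP1+STIP1, 408 genes were lower against about 230 in the paper's Fig. 5a, read by eye. Batch 2 alone (324), the litter as a random effect (240) and all 71 samples in one fit (340) came near the paper's value and the other 9 alternatives set before the data were examined did not, and no factors (325), the likelihood ratio test without them (319) and this with a surrogate variable from unscaled counts (329), chosen after seeing the values, did. For CRMP1+GDA, 204 genes were higher against about 130 in the paper's Fig. 5a, read by eye. DESeq2 (195), litter sums (113), the litter as a random effect (89), the filter of 1 CPM in 8 samples (190) and leaving out 1 of the litters (161) came near the paper's value and the other 10 alternatives set before the data were examined did not, and no factors (189), the likelihood ratio test without them (188) and that test with a surrogate variable from unscaled counts (172, and 159 without factors), chosen after seeing the values, did.

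CRMP1+CRMP2 and LDHA/B+CRMP1+STIP1 shared 7 of the 100 genes with the smallest p, against the paper's 19 (Fig. 5c). None of the 3 alternatives set before the data were examined came near the paper's value, and no factors (16), the likelihood ratio test without them (15) and upper-quartile normalization (13), chosen after seeing the values, did. CRMP1+CRMP2 and STIP1+NSE shared 22 against the paper's 12, and all 3 alternatives set before the data were examined came near the paper's value: batch and sex (14), batch 2 alone (9) and separate control sets (9). The correlation of CRMP1+CRMP2 and LDHA/B+CRMP1+STIP1 was 0.27 against about 0.62 in the paper's Fig. 5d, read by eye. Batch 2 alone (0.68) and Spearman's rho (0.67) came near the paper's value and the other 3 alternatives set before the data were examined did not, and the likelihood ratio test (0.53, and 0.52 without factors), chosen after seeing the values for this measure, did. For CRMP1+CRMP2 and CRMP1+GDA it was 0.59 against about 0.40 in the paper's Fig. 5d, read by eye. All genes in place of the lists (0.34) and separate control sets (0.48) came near the paper's value and the other 3 alternatives set before the data were examined did not, and the likelihood ratio test without factors (0.50), chosen after seeing the values, did. For CRMP1+GDA and STIP1+NSE it was 0.56 against about 0.44 in the paper's Fig. 5d, read by eye. None of the 5 alternatives set before the data were examined came near the paper's value, and the likelihood ratio test (0.55), no factors (0.55) and both together (0.54), chosen after seeing the values, fell just inside the range while most of the difference remained.

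In the batch replication of LDHA/B+CRMP1+STIP1 at FDR < 0.1, 1 gene was concordant against the paper's 260, and 1 discordant against the paper's 101. None of the 4 alternatives set before the data were examined came near either value. Under all settings run, at most 2 genes were concordant and at most 3 discordant.

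Among directions and genes that the paper states, Cyp1b1 is drawn as lower in Fig. 4c and had a log2 fold change of 0.12 in the model with the surrogate variable, 0.02 with PC1 and PC2, and -0.28 with 7 components, the direction drawn. The paper describes the CRMP1+CRMP2 response as shifted toward upregulation in number, where 42.5% of the genes at FDR < 0.1 and 46.1% at p under 0.05 were higher with TMM. Without normalization factors (897 higher and 466 lower) and with upper-quartile normalization (802 and 578), both chosen after seeing the values, more genes were higher, the paper's direction. It lists neuron differentiation among terms of the lower CRMP1+CRMP2 genes, where 4 genes of that family were lower with 2.30 expected and 5 were higher with 1.70 expected. It assigns Efna2, Kiaa0408L, Calb2 and Vsnl1 to LDHA/B+CRMP1+STIP1, where none passed FDR < 0.1 in that pattern, and in CRMP1+CRMP2 Vsnl1 passed it (-0.24, adjusted p = 0.0446 from edgeR). It reports no lower genes at FDR < 0.1 in the other 3 patterns, and none was lower here, while the likelihood ratio test, DESeq2 and PC1 and PC2 each gave 2 in LDHA/B+CRMP1+STIP1, and leaving out 1 of the litters gave 1 in CRMP1+GDA.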

Other observations

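Of the tests in this part, those with pineal and hindbrain scores, the depth and gene length tests, and the tests of Tph1, Mfrp, Calb2 and Barhl1 were chosen after the result was seen.

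Each count of DE genes was compared with other splits of the same animals into groups of the same sizes, the real split included, and with splits that keep littermates together. The splits of litters keep the number of litters and not that of animals, since control litters are larger. In the general contrast, 7 of 100 splits of animals and 48 of 100 splits of litters gave at least 4 genes in the model with the surrogate variable, and 6 and 50 of 100 in the model with PC1 and PC2. The model with 7 components gave 0 genes, which 100 of 100 splits of either kind reach, so its splits are not informative at FDR < 0.1. It had 1141 genes at p under 0.05, a number reached in 5 splits of animals and 34 of litters. For CRMP1+CRMP2, 2 of 100 splits of animals and 24 of 70 splits of litters gave at least 1450 genes. The numbers were 28 and 77 of 100 for LDHA/B+CRMP1+STIP1, and 15 of 100 and 58 of 70 for STIP1+NSE. For CRMP1+GDA with 0 genes, 100 of 100 and 35 of 35 are not informative, and its 460 genes at p under 0.05 were reached in 47 and 32. For the pairs of patterns, exchanging labels gave a sum of shared genes as large in 15 of 80 draws by animal and 20 of 80 by litter, and a mean correlation as large in 34 and 46 of 80. The largest single overlap, 22 genes in CRMP1+CRMP2 and STIP1+NSE, was reached in 3 of 80 draws by animal and 9 of 80 by litter. The overlaps of the other pairs were reached in 28 to 52 draws by animal and 24 to 49 by litter. For batch replication, a concordant share as large at p under 0.05 was found in 6 and 7 of 100, and at least 1 concordant gene at FDR < 0.1 in 10 and 86 of 100. The mean absolute shift of the 8 gene families was as large in 4 of 100 splits of animals and 17 of 100 splits of litters in the general contrast, and in 1 of 100 and 2 of 70 for CRMP1+CRMP2. Exposure was assigned by dam, so the splits of litters follow the design in this respect, while their larger groups can give more DE genes. For CRMP1+CRMP2, at least 1450 genes were found in 2 of the 15 splits of litters with 8 animals in the group, the real one included, 11 of 40 with 10 and 11 of 15 with 12. With so few splits of the real size, its count of DE genes is not told apart from differences between litters. The mean absolute family shift of CRMP1+CRMP2 was larger than in all but 1 of the other splits of litters, but single families had a shift as large in 4 of 70 (oxidative phosphorylation) to 15 of 70 (immune response).

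The litter of 2 males weighs on the CRMP1+CRMP2 result. For the 1450 DE genes, the mean shift from the batch 2 controls had the direction of the contrast in 99.0% of the genes in this litter and in 78.3% to 95.9% in the other 3, with median shifts of 0.39 against 0.07 to 0.24 on the log2 scale. These genes were chosen for their change in the same animals, so the shares are not a test. The correlation between littermates, estimated by limma over all genes, was 0.272 in the general contrast, 0.295 in CRMP1+CRMP2, 0.255 in LDHA/B+CRMP1+STIP1, 0.332 in CRMP1+GDA and 0.294 in STIP1+NSE. With litters as the replicates, 888 of the 1450 genes kept p under 0.05 with summed counts and 1021 with the litter as a random effect. All 1450 kept their sign in both. With animals as the replicates and batch and sex in place of the surrogate variable, 1252 kept p under 0.05.

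The composition of the slice, the depth and the gene length were tested as sources of the CRMP1+CRMP2 genes, with a fall below 50% of the 1450 genes taken as the sign of a source. With a marker score as a covariate, the genes at FDR < 0.1 were 1815 for choroid plexus, 2706 for meninges, 2038 for erythrocytes, 1723 for thalamus and habenula, 1748 for proliferating cells, 1006 for pineal, 824 for hindbrain, 1306 for the oligodendrocyte lineage and 3050 for microglia, and fell to 546 for hypothalamus, 412 for immediate early genes, 392 for cortex and hippocampus, 160 for midbrain and 138 for striatum. Scores of 20 random gene sets gave from 9 to 2860 genes with a median of 1649, and 3 of them fell below 50%, so the test separates weakly. The proportion of hypothalamus, midbrain, striatum or cortex and hippocampus in the slice may contribute to these genes, as may whatever moves the immediate early genes, and the test does not tell them apart. With every library thinned to the smallest total, 1344 genes passed. Log2 fold changes rose with gene length (Spearman's rho across 12691 genes 0.295, genes not being independent), and with a length trend removed from every library rho was 0.0461 and 1831 genes passed, 329 higher and 1502 lower. The length trend therefore did not account for the number of genes, and the balance of higher and lower genes moved with it. The gene families were not retested with the length trend removed.

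Batches differed in tissue content among the controls. Marker scores in batch 2 minus batch 1 were 3.12 for choroid plexus, 2.99 for thalamus and habenula, 2.36 for midbrain, 2.11 for hypothalamus, 2.09 for hindbrain, 1.19 for pineal and -1.25 for striatum on the log2 scale. In the general contrast, a choroid plexus score took the log2 fold change of Mfrp from 1.53 to 0.39 and a pineal score took that of Tph1 from 4.07 to 1.30, while Calb2 went from -0.23 to -0.22 with a thalamus and habenula score and Barhl1 from -1.22 to -1.33 with a midbrain score. Across samples, Mfrp followed the choroid plexus score (Pearson r 0.955, Spearman rho 0.960, permutation p = 1e-05, the smallest possible, adjusted over 4 genes 1.3e-05; r 0.784 within batch 1, 0.968 within batch 2, 0.858 within groups and 0.954 without the 2 samples farthest from the median). Tph1 followed the pineal score less (r 0.439, rho 0.414, permutation p = 0.00028; r -0.338 within batch 1, 0.630 within batch 2 and 0.159 within groups). Calb2 and Barhl1 had r of 0.918 and 0.833 with their scores and kept their changes, so a correlation alone does not show a source. Mfrp may reflect choroid plexus tissue in the slices. For Tph1 the fall to 1.30 goes with a pineal source, while the correlation was weaker than for Mfrp. Of 13 listed pineal marker genes 5 were used for the score, so the weaker correlation leaves a pineal source open. Over the alternatives, the adjusted p of Tph1 in this contrast ran from 1.9e-06 to 0.967 and that of Mfrp from 0.0430 to 0.967.

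The patterns share their controls, which could raise the correlations between them. With separate control sets for the patterns of a pair, the mean of the 6 correlations was 0.393 against 0.456, over genes that were chosen in fits with all controls. With the genes chosen anew in each draw, the correlations of the pairs ran from -0.16 to 0.89 with separate controls and from 0.59 to 0.95 when both patterns had the same controls, and over all genes from -0.01 to 0.46 and from 0.40 to 0.71. With exchanged labels and shared controls, the mean correlation had a median of 0.401 by animal and 0.555 by litter. Sharing controls can therefore account for much of the correlation.

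Of the 8 cytokine and growth factor genes looked at, Il1b, Il2, Il10, Il12b and Ifng were below the expression filter. Il12a was tested in LDHA/B+CRMP1+STIP1 only, with a log2 fold change of 0.22 (adjusted p = 0.910 from edgeR, higher than the median control in 11 of 25 animals). Egf changed by 0.26 in CRMP1+CRMP2 (higher than the median control in 8 of 8 animals) and by 0.10 in LDHA/B+CRMP1+STIP1 (19 of 25). It changed by -0.18 in CRMP1+GDA (higher in 1 of 6) and by 0.22 in STIP1+NSE (5 of 8). In the same order, Vegfa changed by 0.16 (higher in 5 of 8), -0.01 (15 of 25), -0.10 (1 of 6) and 0.15 (4 of 8). Neither gene was past FDR < 0.1 in any of the 4 patterns. Other target antigen genes in CRMP1+CRMP2 were Gda (-0.45, adjusted p = 0.152, lower than the median control in 6 of 8 animals), Ldha (-0.16, 0.145, lower in 6 of 8) and Stip1 (-0.08, 0.274, lower in 7 of 8). In the patterns that target them, Gda changed by -0.55 in CRMP1+GDA (p = 0.00555, adjusted p = 0.999 from edgeR, lower in 6 of 6), Crmp1 by 0.00 (0.999, lower in 4 of 6) in the same animals, Stip1 by -0.05 (1.000, lower in 8 of 8) and Eno2 by -0.11 (1.000, lower in 4 of 8) in STIP1+NSE, and Ldha, Ldhb, Crmp1 and Stip1 by -0.08, -0.04, 0.00 and 0.00 in LDHA/B+CRMP1+STIP1 (0.707, 0.910, 0.989 and 0.997; lower in 17, 16, 7 and 8 of 25).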
